# Retrotransposon activation contributes to neurodegeneration in a *Drosophila* TDP-43 model of ALS

**DOI:** 10.1371/journal.pgen.1006635

**Published:** 2017-03-16

**Authors:** Lisa Krug, Nabanita Chatterjee, Rebeca Borges-Monroy, Stephen Hearn, Wen-Wei Liao, Kathleen Morrill, Lisa Prazak, Nikolay Rozhkov, Delphine Theodorou, Molly Hammell, Josh Dubnau

## Abstract

Amyotrophic lateral sclerosis (ALS) and frontotemporal lobar degeneration (FTLD) are two incurable neurodegenerative disorders that exist on a symptomological spectrum and share both genetic underpinnings and pathophysiological hallmarks. Functional abnormality of TAR DNA-binding protein 43 (TDP-43), an aggregation-prone RNA and DNA binding protein, is observed in the vast majority of both familial and sporadic ALS cases and in ~40% of FTLD cases, but the cascade of events leading to cell death are not understood. We have expressed human TDP-43 (hTDP-43) in *Drosophila* neurons and glia, a model that recapitulates many of the characteristics of TDP-43-linked human disease including protein aggregation pathology, locomotor impairment, and premature death. We report that such expression of hTDP-43 impairs small interfering RNA (siRNA) silencing, which is the major post-transcriptional mechanism of retrotransposable element (RTE) control in somatic tissue. This is accompanied by de-repression of a panel of both LINE and LTR families of RTEs, with somewhat different elements being active in response to hTDP-43 expression in glia versus neurons. hTDP-43 expression in glia causes an early and severe loss of control of a specific RTE, the endogenous retrovirus (ERV) *gypsy*. We demonstrate that *gypsy* causes the degenerative phenotypes in these flies because we are able to rescue the toxicity of glial hTDP-43 either by genetically blocking expression of this RTE or by pharmacologically inhibiting RTE reverse transcriptase activity. Moreover, we provide evidence that activation of DNA damage-mediated programmed cell death underlies both neuronal and glial hTDP-43 toxicity, consistent with RTE-mediated effects in both cell types. Our findings suggest a novel mechanism in which RTE activity contributes to neurodegeneration in TDP-43-mediated diseases such as ALS and FTLD.

## Author summary

Functional abnormality of TAR DNA-binding protein 43 (TDP-43), an aggregation-prone RNA and DNA binding protein, is observed in the vast majority of both familial and sporadic ALS cases and in ~40% of FTLD cases, and mutations in TDP-43 are causal in a subset of familial ALS cases. Although cytoplasmic inclusions of this mostly nuclear protein are a hallmark of the disease, the cascade of events leading to cell death are not understood. We demonstrate that expression of human TDP-43 (hTDP-43) in *Drosophila* neurons or glial cells, which results in toxic cytoplasmic accumulation of TDP-43, causes broad expression of retrotransposons. In the case of glial hTDP-43 expression, the endogenous retrovirus (ERV) *gypsy* causally contributes to degeneration because inhibiting *gypsy* genetically or pharmacologically is sufficient to rescue the phenotypic effects. Moreover, we demonstrate that activation of DNA damage-mediated programmed cell death underlies hTDP-43 and *gypsy* mediated toxicity. Finally, we find that hTDP-43 pathology impairs small interfering RNA silencing, which is an essential system that normally protects the genome from RTEs. These findings suggest a novel mechanism in which a storm of retrotransposon activation drives neurodegeneration in TDP-43 mediated diseases such as ALS and FTLD.

## Introduction

RTEs are “genomic parasites”–“selfish” genetic elements that are coded within our genomes and that replicate themselves via an RNA intermediate. After transcription, an RTE-encoded reverse transcriptase generates a cDNA copy, and this cDNA is inserted into a new genomic location at the site of double stranded DNA breaks created by an endonuclease activity encoded by the RTE [1]. Unrestrained RTE activity has been demonstrated to be highly destructive to genomes, resulting in large-scale deletions and genomic rearrangements, insertional mutations, and accumulation of DNA double strand breaks [2]. RTE-derived sequences constitute ~40% of the human genome, a quantity which encompasses a surprisingly large number of functional RTE copies. Although multiple interleaved, highly conserved gene silencing systems have evolved to protect the genome by blocking RTE expression, certain RTEs are nevertheless expressed in some somatic tissues [3, 4] and can replicate in a narrow window during neural development, leading to *de novo* genomic insertions in adult brain [5–12]. Moreover, a gradual deterioration of RTE suppression–and resultant increase in RTE activity–has been documented with advancing age in a variety of organisms and tissues [13–20], including the brain [21]. One or more of the gene silencing systems that normally block genotoxic RTE expression may therefore be weakened with age. We advance the novel hypothesis that a broad and morbid loss of control of RTEs contributes to the cumulative degeneration observed with TDP-43 protein aggregation pathology that is observed in a variety of neurodegenerative disorders, including ALS and FTLD, and that this loss of control of RTEs is the result of a negative impact of TDP-43 pathology on general RTE suppression mechanisms that are most prevalently relied upon in somatic tissue such as the brain.

TDP-43 is a member of the hnRNP family that homodimerizes to bind single stranded RNA and DNA with UG/TG-rich motifs [22]. This pleiotropic protein was originally identified as a transcriptional repressor that binds to the TAR element of the HIV-1 retrovirus to repress transcription [23]. TDP-43 is capable of shuttling back and forth from the nucleus to the cytoplasm but is predominantly found in the nucleus in healthy cells. In cells that are experiencing TDP-43 protein pathology, the protein accumulates in dense cytoplasmic inclusions that include full-length protein, caspase cleavage products and C-terminal fragments of TDP-43, as well as abnormally phosphorylated and ubiquitinated protein [24–26]. TDP-43 protein pathology is currently thought to involve toxicity incurred by cytoplasmic aggregates, interference with normal cytoplasmic function, depletion of normal nuclear TDP-43 stores, or some combination thereof [27].

Functional abnormality of TDP-43, an aggregation-prone RNA binding protein, is commonly observed in a spectrum of neurodegenerative diseases that spans motor neuron deterioration and progressive paralysis in ALS to dementia and cognitive decline in FTLD [28]. 90% of ALS cases and a large fraction of FTLD cases are considered to be genetically sporadic, in the sense that no known genetic lesion precipitates pathology. However, loss of nuclear TDP-43 and accumulation of TDP-43 immunoreactive cytoplasmic inclusions is observed in nearly all ALS and almost half of FTLD cases [28–30]. The mechanism that initiates the nucleation of TDP-43 protein pathology in apparently genetically normal individuals is not understood [29]. However, TDP-43 contains a low complexity domain in its C-terminal region, which is a common feature of RNA binding proteins that exhibit aggregation pathology in a variety of neurodegenerative disorders. Indeed a recent literature has established that cellular stress can induce such low complexity domain proteins, including TDP-43, to undergo a concentration dependent phase separation to form liquid droplets that over time can drive fibrilization [31–33]. TDP-43 protein also is known to accumulate in cytoplasmic stress granules in response to cellular stress [34]. Importantly, nuclear TDP-43 protein normally regulates splicing of TDP-43 mRNA, leading to nonsense mediated decay of its own message [35]. Thus the formation of cytoplasmic inclusions and clearance from the nuclear compartment that is observed in patients is also associated with loss of this feedback inhibition onto TDP-43 mRNA, leading to increased accumulation of cytoplasmic TDP-43 mRNA [36], which likely exacerbates formation of cytoplasmic inclusions.

Animal models of TDP-43 related disorders–and neurodegenerative disorders in general–have taken advantage of the concentration dependence of low complexity domain protein aggregation [37]. Most animal models of neurodegenerative diseases therefore have involved transgenic expression to increase protein concentration above endogenous levels, and reproduce many of the signatures of human disease, which in the case of TDP-43 includes aggregation of TDP-43 protein in cytoplasmic inclusions and downstream neurological defects [28, 38, 39]. Although such animal models are imperfect representations of what is largely a sporadically occurring disorder, they have enabled the delineation of a myriad of cellular roles for TDP-43 [28, 40] and have provided the means to uncover genetic interactions between TDP-43 and other genes that are implicated in neurodegenerative disorders [41–44]. TDP-43 pathology in animal models is now understood to cause global alterations in mRNA stability and splicing, de-repression of cryptic splicing, and biogenesis of some microRNAs (miRNAs) [28, 29, 38, 39, 45–47]. In principle, any of the cellular impacts of TDP-43 protein pathology could contribute to disease progression either alone or in combination. However, no clear consensus has yet emerged regarding the underlying causes of neurodegeneration in TDP-43 pathologies.

The RTE hypothesis investigated here is motivated by a series of prior observations. First, as mentioned above, LINE 1 RTEs are expressed in some somatic tissue [3, 4] and can actively replicate during normal brain development, leading to *de novo* genomic insertions in adult brain tissue [5–12], although the frequency of *de novo* insertions per cell is still hotly debated [48, 49]. Second, increased RTE activity occurs in the brain during aging [21]. Moreover, elevated expression of RTEs has been detected in a suite of neurodegenerative diseases [50–57] and reverse transcriptase biochemical activity of unknown origin has been shown to be present in both serum and cerebrospinal fluid (CSF) of HIV-negative ALS patients [58–61]. More recently, a specific RTE, the human ERV HERV-K, was found to be expressed in post-mortem cortical tissue of ALS patients and their blood relatives [50, 55, 58] and transgenic expression of the HERV-K Envelope (ENV) protein in mice is sufficient to cause motor neuron toxicity [55]. Finally, we have previously predicted via meta-analysis of RNA Immunoprecipitation (RIP) and Crosslinked RIP (CLIP) sequencing data that TDP-43 protein binds broadly to RTE–derived RNA transcripts in rodent and human brain tissue and that this binding is selectively lost in cortical tissue of FTLD patients [54]. However to date, no studies exist which address whether TDP-43 pathology causes endogenous RTEs to become expressed *in vivo*, no reports have probed the functional impact of TDP-43 pathology on the natural mechanisms of RTE suppression employed by somatic tissue such as the brain, and no studies have investigated the toxic effects of endogenous RTE activation on nervous system function.

The destructive capacity of RTEs has been extensively documented in many other biological contexts, including a wealth of seminal data from *Drosophila melanogaster* [62–64]. To test whether RTEs play a role in TDP-43 mediated neurodegeneration, we used an established *Drosophila* transgenic model which afforded the means to examine whether RTE activation causally contributes to TDP-43 mediated toxicity and cell death. We found that several hallmarks of TDP-43-induced degeneration are the result of activation of the *gypsy* ERV, an RTE that is structurally related to HERV-K, and that this activation leads to DNA damage mediated cell death. Moreover, we uncovered an inhibitory effect of TDP-43 expression on small interfering RNA (siRNA) mediated silencing, leading to broad activation of a panel of RTEs. These findings strongly suggest a broad impact of TDP-43 pathology on general RTE activity.

## Results

### Neuronal or glial expression of hTDP-43 induces RTE expression

In order to determine whether RTEs contribute to TDP-43 pathological toxicity, we implemented an established animal model in which hTDP-43 is transgenically expressed in *Drosophila*. As with other animal models, including mouse, rat, fish, and *C elegans*, such expression reproduces many neuropathological hallmarks of human disease, likely via interference with endogenous protein(s) function [27, 38, 39, 65, 66]. In *Drosophila*, there is an endogenous putative ortholog of TDP-43, TBPH. Null mutations in TBPH in flies are lethal [67], as is the case with mammalian TDP-43. Hypomorphic loss of TBPH results in neurodevelopmental defects as with the mammalian gene. Overexpression-mediated toxicity has formed the basis of the preponderance of studies on TDP-43 in animal models, and has revealed much of what is known regarding TDP-43 protein function and dysfunction, leading to the dominant hypotheses regarding mechanisms of pathogenesis wherein toxic cytoplasmic aggregates are thought to contribute to disease progression [27–29, 39, 40, 66, 68]. To test the impact of expressing hTDP-43 on RTE expression, we first used RNA sequencing (RNA-seq) to profile transcript abundance. In patient tissue, TDP-43 protein pathology is observed in both neurons and glial cells [29] and an emerging literature has implicated glial cell toxicity in ALS [69–71]. Toxicity of TDP-43 in glia has similarly been documented in animal models, including in *Drosophila* [72–75]. We therefore examined the effects of transgenic hTDP-43 expression in the neuronal versus glial compartments of the brain.

We conducted paired-end Illumina based RNA-seq on head tissue of flies expressing either pan-neuronal (*ELAV* > hTDP-43) or pan-glial (*Repo* > hTDP-43) hTDP-43 compared with control flies that carried the hTDP-43 transgene alone with no Gal4 driver (hTDP-43 / +). We generated two independent sequencing libraries for each genotype from a population of animals that were 8–10 days post-eclosion. We generated a total of ~900 million reads, or about 150 million reads per sample (S1 Table), and conducted differential expression analysis (see methods). In order to identify effects both on gene transcripts and RTE transcripts (Fig 1A–1D; S2A and S3B Tables), we included reads that map to repetitive elements using an analysis pipeline that we have previously reported [54, 76]. Both glial (*Repo* > hTDP-43) and neuronal (*ELAV* > hTDP-43) expression of hTDP-43 caused differential expression of a number of cellular transcripts (Fig 1A and 1C; S2A and S3A Tables) and transposons, most of which were RTEs or Class I elements (Fig 1B and 1D; S2B and S3B Tables). 

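RNA was extracted with Trizol from the heads of flies 8–10 days post-eclosion, made into libraries with the NuGEN Ovation kit and sequenced with paired ends on an Illumina NextSeq. There were 2 libraries from each of 3 genotypes: Repo > hTDP-43 (S05 and S06), ELAV > hTDP-43 (S11 and S12) and hTDP-43 / + (S14 and S15). The authors removed reads from ribosomal RNA, mapped the rest to the dm3 genome with STAR, keeping reads that align in many places, and counted them with TEtranscripts on RefSeq genes and FlyBase transposons. How a read with several alignments was shared among transposons is not given in the paper's text. The counts are whole numbers without normalization for 17075 features, of which 123 are transposon families. They carry no molecular identifiers, so reads copied during amplification are counted as separate reads. The total counts were 30424206 and 22476024 for Repo > hTDP-43, 36087786 and 26783345 for ELAV > hTDP-43, and 32122780 and 41150009 for hTDP-43 / +. The paper's S1 Table gives between 126254836 and 152632590 raw reads and between 70131526 and 108348714 mapped reads per library, and the values here use the totals of the count table. Transposons held 5.26% and 5.63% of the counts with Repo > hTDP-43, 4.27% and 4.53% with ELAV > hTDP-43, and 4.87% and 4.17% in the controls. Replicates differed by more than counting noise, with a chi-square per degree of freedom of 6.62 between the Repo > hTDP-43 libraries, 11.3 between the ELAV > hTDP-43 libraries and 41.4 between the control libraries. Each driver was compared with hTDP-43 / + in a fit of its own 4 libraries, with genes and transposons together. The counts were scaled by TMM normalization, which sets the bulk of the features to no change, features with low counts were left out by edgeR's filterByExpr, and the test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. A log2 fold change is given with its standard error (SE). The paper describes normalization by library size and DESeq with the same adjustment.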

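With Repo > hTDP-43, 3732 of 13387 tested genes (27.9%) and 29 of 120 tested transposons were differentially expressed against hTDP-43 / +. With ELAV > hTDP-43, 110 of 12822 tested genes (0.858%) and 10 of 120 transposons were. At an unadjusted p under 0.05 there were 44 transposons with Repo > hTDP-43 and 38 with ELAV > hTDP-43. The genes and transposons called at an adjusted p under 0.05 kept their direction in each of the 4 fits that left out 1 library. For the called transposons the groups did not overlap, so this says little about their stability. A stricter threshold moved the Repo counts most: at an adjusted p under 0.01, 1089 genes and 7 transposons passed. For ELAV > hTDP-43 that threshold left 33 genes and 6 transposons, whereas DESeq2 in place of edgeR gave 296 genes and 18 transposons.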

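Among the genes that changed with Repo > hTDP-43, 2052 had higher and 1680 lower levels than in hTDP-43 / +, so that 55.0% were higher. The split depended on how the libraries were scaled. With library size alone, as the paper describes, the median log2 fold change over all genes moved to 0.17 from 0.0035, and 2605 genes were higher and 867 lower (75.0% higher). Upper-quartile normalization moved the median to 0.13 and gave 2525 higher and 1059 lower genes, and DESeq2 gave 1811 higher and 1892 lower. Log2 fold changes after TMM normalization are therefore relative to the median gene. Of the genes that changed by at least 1 on the log2 scale, 1549 were higher and 261 lower. With ELAV > hTDP-43, 56 genes were higher and 54 lower, and with library size alone 76 were higher and 55 lower. The genes named here are the 3 with the largest change in each direction among those with a mean of at least 1 in CPM, the count scaled to the library size, and no overlap between the groups. In Repo > hTDP-43 flies the white gene (w) reached 237.3 and 247.9 CPM against 2.58 and 2.50 CPM in the controls. This was a log2 fold change of 6.57 (SE 0.11, adjusted p = 5.93e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The controls carry no Gal4 driver, and the paper's methods mention mini-white transgenes. A rise of w with either driver therefore cannot be assigned to hTDP-43. CG10357 was higher by 5.99 (SE 0.39, adjusted p = 0.000509, same test), and CG15617, whose control counts lie at the floor of 3 counts, was at least 34.8-fold higher (adjusted p = 0.00176). Lsp2, which encodes a larval serum protein, fell by 4.98 to 13.2 and 15.9 CPM from 444.5 and 474.9 CPM (SE 0.12, adjusted p = 3.85e-05). CG9377 was at least 101.6-fold lower (adjusted p = 0.000375) and CR45625 at least 24.8-fold lower (adjusted p = 0.00265), both with floor counts in Repo > hTDP-43. In ELAV > hTDP-43 flies w had a log2 fold change of 4.83 (SE 0.12, adjusted p = 1.87e-05), CG14191 one of 5.01 (SE 0.37, adjusted p = 0.00289), and CG18577 was at least 25.5-fold higher (adjusted p = 0.0197). CR45625 was at least 27.1-fold lower (adjusted p = 0.00743). CR45456 had a log2 fold change of -4.39 (SE 0.19, adjusted p = 0.000287) and its neighbour CR45457 one of -4.18 (SE 0.22, adjusted p = 0.000685), and both belong to a run of 4 neighbouring genes that fell together.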

In the case of differentially expressed genes, a broad spectrum of cellular processes were represented (see S2A and S3A Tables), with both increases and decreases in expression level seen for many genes. This is broadly consistent with previously reported transcriptome analysis using tissue from ALS patients [77]. In fact, the differentially expressed transcripts identified in our RNAseq experiments were significantly enriched for orthologs of genes that are implicated in ALS (ALS KEGG gene list; S1 Fig and S2C Table). In contrast with differentially expressed genes, when examining transposon transcripts the majority of those that were differentially expressed exhibited elevated levels in response to hTDP-43 expression. This was particularly striking for glial TDP-43 expression (*Repo* > hTDP-43; Fig 1D), where 23 of 29 differentially expressed transposons showed higher levels relative to controls. 

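The ALS pathway drawing of S1 Fig was matched to 26 fly genes of the count table, all of which were tested. The paper chose its orthologs with a prediction tool, and its table beside the drawing counts fewer genes than were tested here. The tests given here therefore differ from the paper's in the list and in the genes it is set against. With Repo > hTDP-43, 12 of the 26 (46.2%) were differentially expressed, and 14 when adjusted over the list alone. Among the other tested genes 3720 of 13361 were, which gave p = 0.0476 in a two-sided Fisher's exact test. This excess depended on the scaling. Library size alone, as the paper describes, called 7 of the 26 (26.9%) against 25.9% of the others (Fisher's exact test, p = 1), upper-quartile normalization called 9 (34.6%) against 26.8% (p = 0.377, same test), and DESeq2 called 14 (53.8%) against 27.6% (p = 0.00665, same test). Of the 12 genes, 4 were higher and 8 lower. The directions also changed: library size alone called 5 higher and 2 lower, upper-quartile normalization 4 higher and 5 lower, and DESeq2 4 higher and 10 lower. With ELAV > hTDP-43, 0 of the 26 genes passed, 0 when adjusted over the list alone, and 0 at an unadjusted p under 0.05.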

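Directions were counted for transposons in the same way as for genes. With ELAV > hTDP-43, 7 of the 10 differentially expressed transposons had higher levels than in hTDP-43 / +, which an exact binomial test against equal numbers put at p = 0.344. Their log2 fold changes ran from -1.04 to 1.47. Over all 120 tested transposons, changed or not, 47 were higher and 73 lower with ELAV > hTDP-43, and the median log2 fold change was -0.086 against 0.0010 for genes. With Repo > hTDP-43, 46 of the 120 were higher and 74 lower, with a median of -0.068, and library size alone turned this into 79 higher and a median of 0.096. As a set, the 99 Class I elements were tested against all other features with limma's camera at a preset correlation of 0.01. Their median log2 fold change minus that of the rest was -0.077 with Repo > hTDP-43 (n = 99 elements, p = 0.565) and -0.076 with ELAV > hTDP-43 (n = 99 elements, p = 0.791). An estimated correlation gave p = 0.92 and p = 0.958, and fry gave p = 0.982 for each driver. The difference for Repo > hTDP-43 depended on 1 library: it was 0.016 without S05 and -0.17 without S06. For ELAV > hTDP-43 it was -0.024 without S14 and -0.14 without S15.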

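The 29 transposons that changed with Repo > hTDP-43 divided into 14 with higher and 15 with lower levels, or 48.3% higher (p = 1 in an exact binomial test). This division followed the scaling and the threshold. With TMM scaling kept, 6 of 7 were higher at an adjusted p under 0.01 and 9 of 12 at a log2 fold change of at least 0.5. Adjustment over the transposons alone gave 14 of 25. With library size alone, 23 transposons passed, 21 of them higher (91.3%), and with upper-quartile normalization 23 passed, 20 of them higher (87.0%). DESeq2 called 35, of which 15 were higher. Of the 29, 16 also passed with library size alone and 17 with upper-quartile normalization. The paper's S3 Table lists 24 higher and 6 lower transposons past its threshold, and 14 of the 24 and all 6 of the lower ones were called here in the same direction. The 14 higher elements include 3S18, HeT-A, HMS-Beagle and mdg3, which are described with both drivers, and 10 others. Among these, copia rose by 0.90 on the log2 scale (SE 0.17, adjusted p = 0.013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 2735 and 1985 CPM in the controls to 4221 and 4577 CPM. G7 rose by 0.84 (SE 0.17, adjusted p = 0.0151), accord by 0.82 (SE 0.078, adjusted p = 0.00183), diver by 0.68 (SE 0.079, adjusted p = 0.00367) and springer by 0.58 (SE 0.14, adjusted p = 0.0286). The lower elements had log2 fold changes from -0.28 for G5A to -0.77 for jockey (SE 0.091, adjusted p = 0.00383).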

The majority of the differential effects were observed in RTEs (Class I elements), although a few Class II elements were also represented (Fig 1B and 1D).

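Of the 29 transposons that changed with Repo > hTDP-43, 28 were Class I, 15 of them LTR and 13 LINE elements. The Class II element hobo was the other, with a log2 fold change of 0.35. Class I made up 99 of the 120 tested transposons, so 28 of 99 Class I and 1 of 21 Class II elements changed (two-sided Fisher's exact test, p = 0.0238). Of the LTR elements 10 were higher, and of the LINE elements 3. All 10 transposons that changed with ELAV > hTDP-43 were Class I, which against 0 of 21 Class II elements gave p = 0.206 in the same Fisher's exact test.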

**Fig 1:**
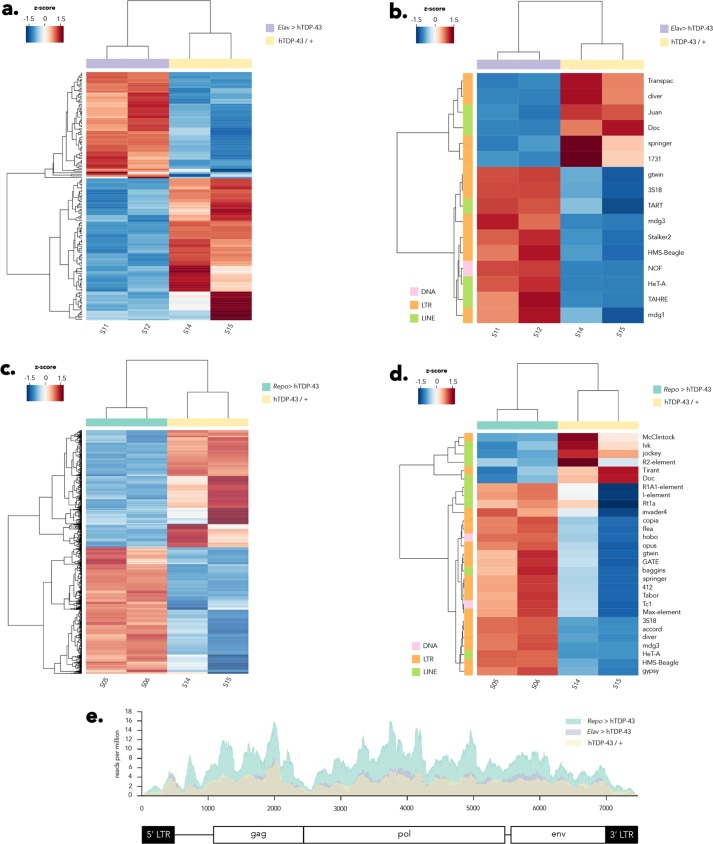
Neuronal and glial hTDP-43 expression results in induction of RTE expression. Differential expression of many genes and RTEs are detected in response to either neuronal or glial expression of hTDP-43 in head tissue of 8–10 day old flies (*N* = 2 biological replicates per genotype). (A) Neuronal (*Elav* > hTDP-43) expression of hTDP-43 results in both increases and decreases in expression of a broad variety of cellular transcripts (See S2A Table). (B) A panel of transposons, including many RTEs, also are impacted, with most exhibiting elevated expression (See S2B Table). (C) Glial expression of hTDP-43 (*Repo* > hTDP-43) also results in numerous transcriptome alterations, with many transcripts either increasing or decreasing in abundance (See S3A Table). (D) Many transposons, most of which are RTEs, exhibit elevated expression levels in response to glial hTDP-43 expression (See S3B Table). Several RTEs display elevated expression in response to both glial and neuronal hTDP-43 expression, however a number also exhibit specificity in response to either glial or neuronal hTDP-43 expression (compare Fig 1B and 1D). (E) The *gypsy* ERV exhibits elevated expression only in response to glial, but not neuronal, hTDP-43 expression. See methods for details regarding analysis pipeline, including statistical analysis.

It is also notable that while some RTE expression was elevated with both neuronal and glial hTDP-43 expression, there were several cases where effects were uniquely detected with only glial or only neuronal hTDP-43 expression. For example, the HeT-A LINE RTE and the mdg3, HMS-Beagle, gtwin and 3S18 LTR RTEs were elevated with either glial or neuronal expression of hTDP-43. However, the TART and TAHRE LINE RTEs and the Stalker2 and mdg1 LTR RTEs were only elevated in response to neuronal hTDP-43 expression, while a broad host of RTEs’ expression was elevated specifically in response to hTDP-43 expression in glia. 

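Elements were compared between the drivers in a fit of all 6 libraries, in which the shared controls cancel, and 23 transposons differed between Repo > hTDP-43 and ELAV > hTDP-43. In the separate comparisons with hTDP-43 / +, 4 transposons were higher with both drivers. HeT-A had a log2 fold change of 1.22 with Repo > hTDP-43 (SE 0.083, adjusted p = 0.000572 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.40 with ELAV > hTDP-43 (SE 0.091, adjusted p = 0.00189, same test). HMS-Beagle had 1.13 (SE 0.11, adjusted p = 0.00176) and 1.24 (SE 0.12, adjusted p = 0.0078), mdg3 had 1.06 (SE 0.087, adjusted p = 0.00112) and 0.68 (SE 0.090, adjusted p = 0.027), and 3S18 had 1.38 (SE 0.088, adjusted p = 0.00049) and 0.66 (SE 0.094, adjusted p = 0.0342). At an adjusted p under 0.01 only HeT-A and HMS-Beagle passed with both. Both comparisons use the same control libraries, so 2 unchanged groups and their common controls were simulated 50 times. These runs gave a mean of 0.02 higher transposons per comparison, too few to say how many of the 4 chance would share. Across the 120 transposons the log2 fold changes of the drivers had a correlation of 0.52. The simulated values ran from 0.18 to 0.68 with a mean of 0.51. The simulated groups held no changed transposons, unlike the data. They therefore cannot say how much of the 0.52 comes from the shared controls. The fifth element the paper lists, gtwin, had a log2 fold change of 0.78 with ELAV > hTDP-43 (SE 0.10, adjusted p = 0.0275) and 0.30 with Repo > hTDP-43 (SE 0.11, adjusted p = 0.081), and the direct test gave a difference, Repo > hTDP-43 minus ELAV > hTDP-43, of -0.49 (adjusted p = 0.0104). Library size alone (adjusted p = 0.0313) and upper-quartile normalization (adjusted p = 0.0363) called gtwin with Repo > hTDP-43, and the other alternatives did not.

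Of the elements given as neuronal, TAHRE had a log2 fold change of 1.02 with ELAV > hTDP-43 (SE 0.11, adjusted p = 0.00949) and 0.033 with Repo > hTDP-43 (SE 0.076), and Stalker2 had 1.47 (SE 0.11, adjusted p = 0.00307) and 0.37 (SE 0.12, adjusted p = 0.0703). With Repo > hTDP-43, Stalker2 passed with library size alone, upper-quartile normalization and DESeq2, with adjusted p between 0.0314 and 0.0357. TART had 0.62 with ELAV > hTDP-43 (SE 0.11, adjusted p = 0.0567) and mdg1 had 0.61 (SE 0.11, adjusted p = 0.0609), so that both missed the threshold, and both passed it with DESeq2, with library size alone, without the filter, in the fit of all 6 libraries and when adjusted over the transposons alone. With Repo > hTDP-43 mdg1 had 0.034, and TART had -0.0091, which library size alone turned into 0.15. Both changed sign with 1 library left out, mdg1 to -0.044 without S06 and TART to 0.088 without S14. The direct test between the drivers gave differences of -0.99 for TAHRE (adjusted p = 0.000323), -1.12 for Stalker2 (adjusted p = 0.000758), -0.64 for TART (adjusted p = 0.00274) and -0.59 for mdg1 (adjusted p = 0.00509). For the shared elements, 3S18 was 0.70 higher (adjusted p = 0.000833) and mdg3 0.37 higher with Repo > hTDP-43 (adjusted p = 0.0117), whereas HeT-A (adjusted p = 0.0967) and HMS-Beagle (adjusted p = 0.433) did not differ past the threshold. springer was the 1 element that was higher with Repo > hTDP-43 and lower with ELAV > hTDP-43. The paper reasons that the drivers' differences are unlikely to come mainly from transposon copy numbers of the Gal4 strains, because all strains had been backcrossed to the same wild type strain.

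**Figure D1:**
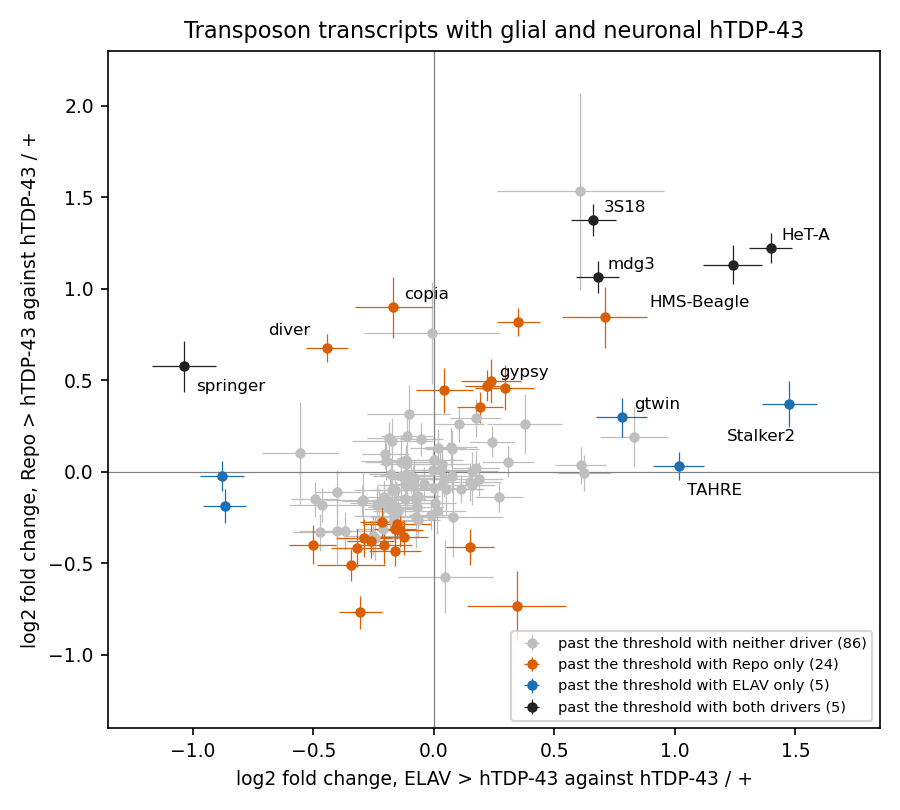
Log2 fold changes of the 120 tested transposons against hTDP-43 / +, with ELAV > hTDP-43 on the horizontal and Repo > hTDP-43 on the vertical axis; points are estimates from 2 libraries per genotype after TMM normalization and bars are standard errors. Of the 120, 5 passed the threshold with both drivers, 24 with Repo > hTDP-43 only, 5 with ELAV > hTDP-43 only and 86 with neither, and with library size alone the Repo > hTDP-43 values shift upward together.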

Notable among these is the *gypsy* element, which we have previously demonstrated to be progressively de-repressed and even actively mobile with advanced age in brain tissue [21]. We cannot formally rule out the possibility that some of the differences between differentially expressed RTEs in *Repo > hTDP-43* vs *Elav > hTDP-43* may result from variation in copy number of specific TEs between the two Gal4 strains. But we think this is unlikely to be a major contributing factor because all of the strains were backcrossed to the same wild type strain for a minimum of 5 generations prior to the experiments. In the case of *gypsy*, expression levels are significantly increased in response to pan-glial hTDP-43 expression (*Repo* > hTDP-43) relative to controls (hTDP-43 / +) but no significant effect was observed with pan-neuronal expression of hTDP-43 (*ELAV* > hTDP-43) (Fig 1B, 1D, and 1E).

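The gypsy transcript stood at 565.9 and 604.0 CPM with Repo > hTDP-43 against 431.5 and 413.8 CPM in hTDP-43 / +, a log2 fold change of 0.47 (SE 0.084, adjusted p = 0.012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p was 0.0159 over the transposons alone, and it lay between 3.3e-05 and 0.0159 in the alternatives. Leaving out each library in turn gave log2 fold changes from 0.42 to 0.52, and library size alone gave 0.63. With ELAV > hTDP-43 gypsy stood at 459.7 and 482.8 CPM against 417.4 and 391.5 CPM, a log2 fold change of 0.22 (SE 0.091, adjusted p = 0.549). A gap between the drivers is not shown by these separate results, and the direct test gave a difference of 0.24 (SE 0.076, adjusted p = 0.0576).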

We selected the *gypsy* RTE as a candidate of interest to test the functional impact of loss of endogenous RTE suppression in response to hTDP-43 expression for several reasons. First, although *gypsy* was not the most abundantly expressed RTE in the RNA seq data, this element is known to be one of the most active natural transposons in *Drosophila melanogaster*, and is responsible for a high fraction of the spontaneous mutations that have been identified. 

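Averaged over the 6 libraries, gypsy had 498.7 RPM, the authors' measure of reads scaled to the library total, and ranked 27 of the 123 transposons in abundance. The most abundant was copia, with 2979 RPM, followed by springer with 2822.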

Second, we have previously documented that *gypsy* is capable of replicating and generating *de novo* insertions in brain during advanced age [21]. Third, *gypsy* is an ERV with functional similarity to HERV-K, which is expressed in some ALS patients [50, 55]. And finally, because of intense prior investigation of the biology of this RTE, extant molecular genetic reagents provided the means to both perturb and detect *gypsy* function. We began by performing quantitative RT-PCR (qPCR) for both *ORF2* (*Pol*) and *ORF3* (*ENV*) of *gypsy* on head tissue of flies expressing either pan-neuronal (*ELAV* > hTDP-43) or pan-glial (*Repo* > hTDP-43) hTDP-43. Because disease risk is age dependent and symptoms in ALS patients are progressive, we also examined the compounding effects of age. At two relatively young ages (2–4 and 8–10 days post-eclosion) we observe a dramatic increase in expression of both ORFs (Fig 2A and 2B) of *gypsy* specifically in flies expressing hTDP-43 in glia. In contrast, flies expressing neuronal hTDP-43 experience a wave of *gypsy* expression at the population level that occurs much later in age (S2A Fig for *ORF3*; similar effects seen for *ORF2*) in a similar manner to genetic controls that do not express hTDP-43 (see also: [21]). These flies do not show a significant impact of hTDP-43 expression on *gypsy* transcript levels. This is entirely consistent with the RNA-seq analyses (Fig 1B and 1D), where *gypsy* expression was found to be increased in head tissue specifically in response to glial hTDP-43 expression, but not to expression of hTDP-43 in neurons. Importantly, different genomic copy number or basal levels of *gypsy* expression between the parental Elav-Gal4 and Repo-Gal4 lines are unlikely to underlie the separate effects that we observe on *gypsy* when driving hTDP-43 expression in either neurons or glia (S2A.5 and S2A.6 Fig). Taken together, the RNA-seq and qPCR experiments confirm that *gypsy* RTE RNA levels are significantly and precociously elevated in response to pan-glial hTDP-43 expression.

**Fig 2:**
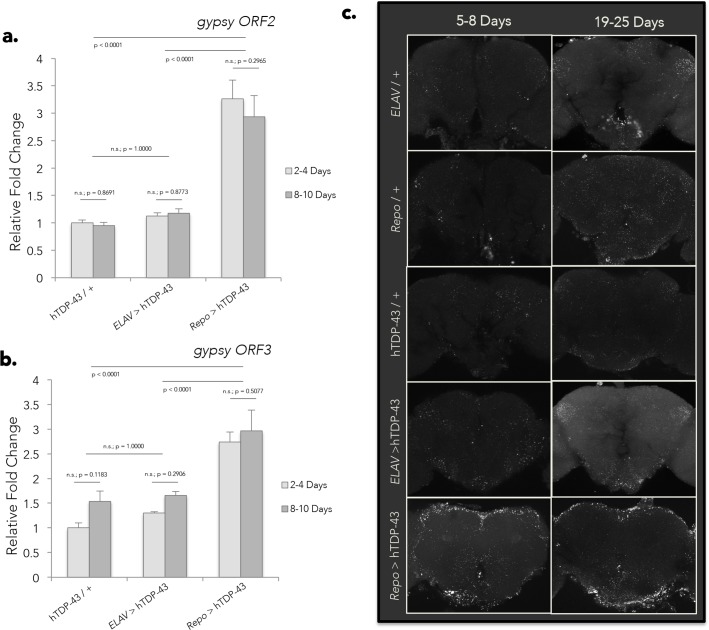
Glial hTDP-43 expression results in early and dramatic de-suppression of the *gypsy* ERV. (A) Transcript levels of *gypsy ORF2* (*Pol*) as detected by qPCR in whole head tissue of flies expressing hTDP-43 in neurons (*ELAV* > hTDP-43) versus glia (*Repo* > hTDP-43) at a young (2–4 Day) or aged (8–10 Day) time point. Transcript levels normalized to *Actin* and displayed as fold change relative to flies carrying the hTDP-43 transgene with no Gal4 driver (hTDP-43 / +) at 2–4 Days (means + SEM). A two-way ANOVA reveals a significant effect of genotype (p < 0.0001) but no effect of age (p = 0.5414). *N* = 8 for all groups. (B) An equivalent analysis shows that *gypsy ORF3* (*Env*) likewise displays a significant effect of genotype (p < 0.0001) and no effect of age (p = 0.6530). *N* = 4 for the 2–4 Day cohort and *N* = 5 for the 8–10 Day cohort. (C) Central projections of whole mount brains immunostained with a monoclonal antibody directed against *gypsy* ENV protein reveals dramatic, early accumulation of ENV immunoreactive puncta in brains expressing glial hTDP-43 (5–8 Days) in comparison to both age-matched genetic controls (*ELAV* / +; *Repo* / +; hTDP-43 / +) and flies expressing neuronal hTDP-43. This effect persists out to 19–25 Days post-eclosion. *ELAV* / +, 5–8 Day (*N* = 3), 19–25 Day (*N* = 4); *Repo* / +, 5–8 Day (*N* = 3), 19–25 Day (*N* = 3); hTDP-43 / +, 5–8 Day (*N* = 5), 19–25 Day (*N* = 2); *ELAV* > hTDP-43, 5–8 Day (*N* = 2), 19–25 Day (*N* = 4); *Repo* > hTDP-43, 5–8 Day (*N* = 7), 19–25 Day (*N* = 8).

Whole mount immunolabeling of brains using a monoclonal antibody directed against the *gypsy* ENV glycoprotein [21, 78] likewise shows early (5–8 days post-eclosion) and acute accumulation of strongly immunoreactive puncta particularly in brains of flies expressing glial hTDP-43 (Fig 2C; for quantification see S2B Fig). These intense puncta are observed throughout the superficial regions, which contain the majority of cell somata, as well as in deeper neuropil (Fig 2C) and persist into older ages. In contrast, we do not observe neuronal hTDP-43 expression to cause elevated *gypsy* levels above that seen in wild type flies at any time point with either qPCR or immunolabeling (Fig 2C and S2A Fig). Given that effects of glial hTDP-43 expression on *gypsy* ENV immunoreactivity were so robust in 5–8 day old animals, we examined ENV at earlier time points. We found that in animals expressing hTDP-43 in glia, there is little detectable *gypsy* ENV protein expression at 0 days (immediately following eclosion). In brains from animals 3 days post eclosion, we observe regional puncta with a variable intensity and spatial location (S2C Fig) although this effect was difficult to quantify because of its variability.

### Neuronal and glial hTDP-43 expression causes age-dependent neurological deterioration

We next examined the relative impact of glial and neuronal hTDP-43 expression on the physiological health of the animal. As previously documented [73–75], we see effects with either neuronal or glial expression. However we observe differing severity and time courses, with effects of glial expression being more acute than those observed with expression in neurons. Flies expressing hTDP-43 in neurons exhibit significant locomotor impairment at 1–5 days post-eclosion, and flies expressing glial hTDP-43 show more severe locomotor impairment at this same age. This effect is further exacerbated by 5–10 days post-eclosion; at which point the animals expressing hTDP-43 in glia are largely immobile (Fig 3A). As previously reported [68, 73, 74, 79–82], flies expressing neuronal hTDP-43 exhibit reduced lifespan in comparison to genetic controls. But flies expressing hTDP-43 in glia display an even more severely reduced lifespan (Fig 3B). We further observe rampant cell death as detected by terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) in the brains of flies expressing hTDP-43 in glia as early as 5 days post-eclosion (Fig 3C). Similarly, with transmission electron microscopy (TEM; Fig 3D) we observe profuse proapoptotic nuclei in brains of 12 day-old flies expressing glial hTDP-43. In contrast, driving expression of hTDP-43 in neurons under the *OK107-Gal4* driver, which provides high levels of expression in the well-defined and easily imaged population of central nervous system (CNS) neurons that constitute the mushroom body, results in little to no increase in TUNEL labeling (consistent with a previous report: [81]) even when the flies were aged to 30 days (S3A Fig). The relative expression of hTDP-43 under the two major Gal4 drivers we are using, *Repo-Gal4* (glia) and *ELAV-Gal4* (neurons), does not differ with age, suggesting that divergent age effects on expression level cannot account for the observed differences in toxicity and impact on physical health (S3D and S3E Fig; respectively). Furthermore, we do not observe any effect of hTDP-43 expression on levels of the endogenous fly ortholog, *TBPH*, regardless of cell type of expression (S3F Fig; S4 Table). Thus, the phenotypes that we observe are not caused by indirect effects on *TBPH* transcript abundance but instead derive from toxicity of the hTDP-43 transgene itself. 

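TBPH had 64.9 and 59.4 RPM with Repo > hTDP-43, 56.2 and 58.5 with ELAV > hTDP-43 and 67.9 and 59.8 in hTDP-43 / +. Its log2 fold change was -0.20 with Repo > hTDP-43 (SE 0.087, adjusted p = 0.131 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.19 with ELAV > hTDP-43 (SE 0.098, adjusted p = 0.674). For Repo > hTDP-43 it was -0.037 with library size alone, the alternative that moved it most. The paper's S4 Table reports 176.9 and 186.92 RPM for the hTDP-43 transgene with Repo > hTDP-43 and 1.058 and 0.869 in hTDP-43 / +. The count table analysed here holds fly genes and transposons.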

The levels of expression of the hTDP-43 transgene relative to the endogenous TBPH gene also are similar to what has been reported in rodent models (S4 Table). As is true in other animal models and in human patients, we cannot readily distinguish whether the effects we observe are due to toxic gain of function, dominant interference with an endogenous protein, or some combination thereof. Importantly, however, we can detect a disease specific phosphorylated isoform of hTDP-43 (S3B Fig) as well as cytoplasmic accumulation and nuclear clearance of the protein (S3C Fig), implying that the human protein is being processed in the CNS of the fly as it is thought to be in the disease state in human tissue.

**Fig 3:**
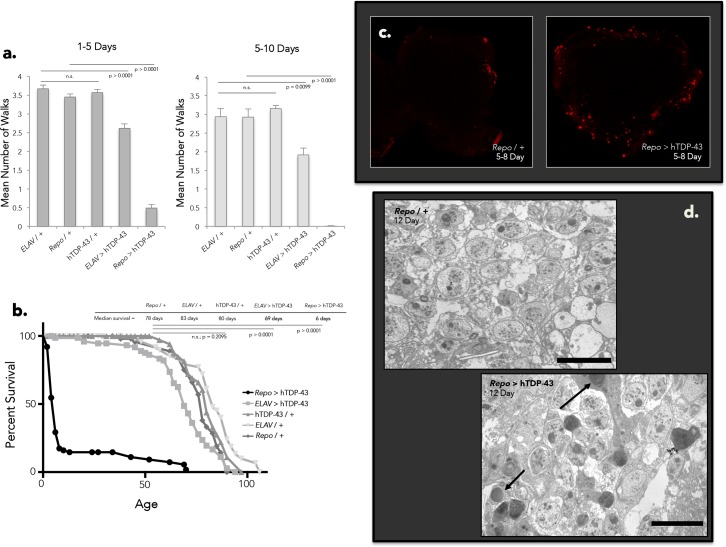
Neuronal and glial hTDP-43 expression induces physiological impairment and toxicity with varying severity. (A) Flies expressing glial hTDP-43 display extreme locomotor impairment at 1–5 days post-eclosion in the Benzer fast phototaxis assay, while flies expressing neuronal hTDP-43 demonstrate a slight locomotor deficit in comparison to genetic controls (one-way ANOVA, p < 0.0001). This trend continues and is exacerbated by 5–10 days post-eclosion (one-way ANOVA, p < 0.0001). Four biological replicates performed for each experiment. (B) Lifespan analysis of flies expressing neuronal versus glial hTDP-43 in comparison to genetic controls. (C) Central projections of whole-mount brains reveals a stark increase in TUNEL-positive cells in flies expressing glial hTDP-43 in comparison to genetic controls at 5 days post-eclosion. *N* = 16 for *Repo* / + and *N* = 18 for *Repo* > hTDP-43. (D) TEM likewise reveals rampant apoptosis in the neuropil of flies expressing glial hTDP-43 at 12 days post-eclosion. Arrowheads indicate pro-apoptotic nuclei, as identified by morphology.

### RTE and Chk2 activity mediate effects of hTDP-43 on lifespan and cell death

Our observation that a panel of RTEs are expressed in response to hTDP-43 transgene expression, along with the extensively documented toxic effects of loss of control of RTEs in other biological contexts [21, 62–64] and our observation that the *gypsy* RTE itself can actively replicate and generate *de novo* insertional mutations in brain tissue during aging [21], and in response to the hTDP-43 transgene, suggested the possibility that loss of *gypsy* silencing might in fact account for a portion of the physiological toxicity observed with hTDP-43 expression in glia. To test whether the *Drosophila* ERV *gypsy* causally contributes to the harmful effects of hTDP-43, we used a previously published inverted repeat (IR) “RNAi” construct [57] directed against *gypsy ORF2* (*gypsy*(IR)) that is sufficient to reduce the expression of *gypsy* by approximately 50% in head tissue of 28-day old animals (S4A Fig). We found that co-expression of this *gypsy*(IR) substantially ameliorates the lifespan deficit induced by glial hTDP-43 expression (Fig 4A). This effect is not observed when a control IR construct is co-expressed with hTDP-43 in glial cells (*Repo* > hTDP-43 + GFP(IR); Fig 4B), and neither the *gypsy*(IR) nor the GFP(IR) constructs, when expressed alone under *Repo-Gal4* (S4B Fig) or *ELAV-Gal4* (S4C Fig) or when present without a Gal4 driver (S4D Fig), has such an effect on lifespan. Therefore activation of *gypsy* is responsible for a substantial portion of the toxicity that we observe when hTDP-43 is expressed in glia, which results in drastically premature death in these animals. In contrast, co-expression of *gypsy*(IR) does not rescue the lifespan deficit exhibited by animals expressing hTDP-43 in neurons (Fig 4C). This is in accordance with our observations from RNA-seq (Fig 1B and 1D), qPCR (Fig 2A and 2B; S2A.1–S2A.3 Fig) and immunolabeling (Fig 2C) that neuronal expression of hTDP-43 also does not elevate *gypsy* expression above wild type levels at any given time point over the course of lifespan. The glial specificity of *gypsy*(IR) lifespan rescue is consistent with our observation that *gypsy* expression is induced specifically when TDP-43 is expressed in glia, lending credence to the conclusion that *gypsy* is causally participating in the resulting degenerative phenotype We of course cannot rule out the possibility that the *gypsy*-RNAi construct may also impact *gypsy* family RTEs that share sequence homology to *gypsy*. The conclusion that RTEs contribute to TDP-43 toxicity is further supported by the mild but significant lifespan extension that we observe with pharmacological inhibition of the reverse transcriptase activity that is essential for all RTE replication (S5E, S5F, S5G and S5H Fig).

**Fig 4:**
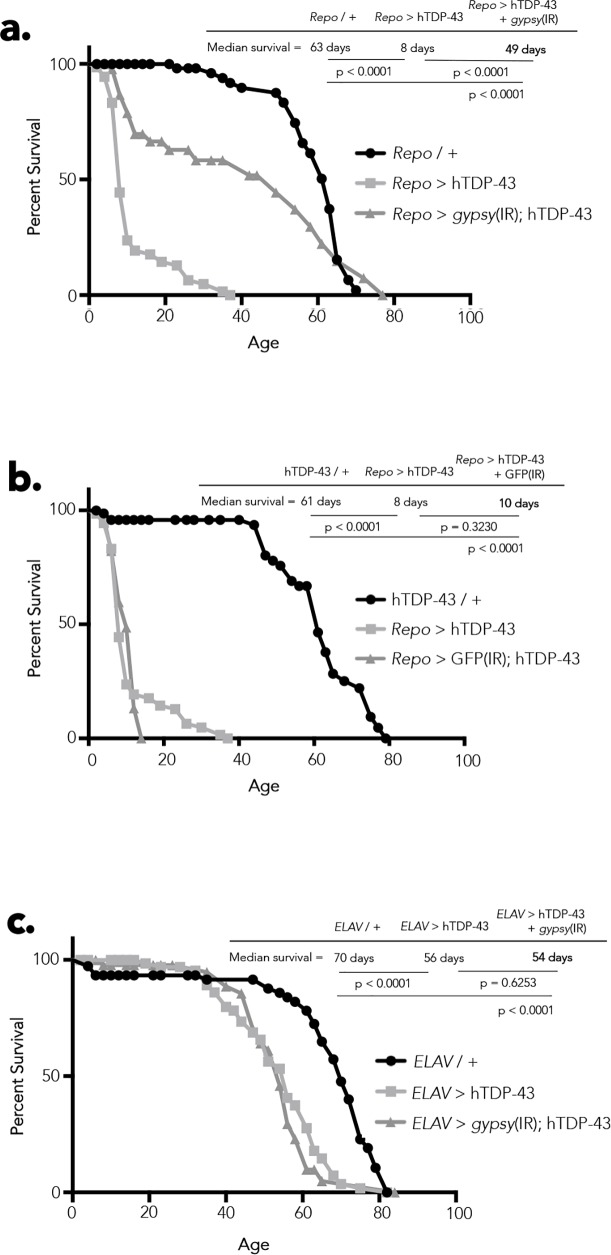
*gypsy* ERV expression contributes to hTDP-43 mediated toxicity. (A) Lifespan analysis shows that co-expression of *gypsy*(IR) (*Repo* > *gypsy*(IR) + hTDP-43) partially rescues the lifespan deficit exhibited by flies expressing glial hTDP-43 (*Repo* > hTDP-43). (B) Co-expression of an unrelated GFP(IR) control transgene (*Repo* > GFP(IR) + hTDP-43) does not effect the lifespan of flies expressing glial hTDP-43 (*Repo* > hTDP-43). (C) Co-expression of *gypsy*(IR) (*ELAV* > *gypsy*(IR) + hTDP-43) has no effect on lifespan in flies expressing neuronal hTDP-43 (*ELAV* > hTDP-43).

RTE replication involves reverse transcription, generation of chromosomal DNA breaks, and integration of the RTE cDNA copy. DNA damage is therefore associated with either abortive or successful attempts at RTE replication and such DNA damage is thought to be a major source of cellular toxicity caused by RTE activity because it activates Chk2 signaling, which leads to programmed cell death. To test whether the harmful effects of hTDP-43 are in fact mediated by DNA damage, we capitalized on the previously documented ability of mutations in Chk2 to mask the toxic effects of RTE-induced DNA damage [83, 84]. Importantly, mutations in Chk2 do not prevent accumulation of DNA damage; rather they prevent the signaling required for the cell to recognize that DNA damage has occurred and respond by committing to a programmed cell death pathway [85]. We therefore employed an IR construct directed against *loki* (*loki*(IR)), the *Drosophila* ortholog of *chk2*, which is sufficient to significantly reduce levels of endogenous *loki* mRNA in head tissue of 28-day old animals (S5A Fig). Remarkably, co-expression of *loki*(IR) with hTDP-43 is able to fully rescue the lifespan deficit caused by hTDP-43 expression in glia (Fig 5A) or neurons (Fig 5B). These findings support the conclusion that DNA damage makes a major contribution to the loss of lifespan induced by either neuronal or glial expression of hTDP-43. This conclusion is supported by our RNA-seq findings, in which we observe that in each case the expression of a panel of RTEs is activated. Although neuronal hTDP-43 expression does not impact the levels of the *gypsy* RTE specifically, several other RTEs exhibit elevated expression (see: Fig 1B). Importantly, this extension of lifespan is not seen with co-expression of a control IR construct (*Repo* > hTDP-43 + GFP(IR); Fig 4B), and neither the GFP(IR) nor *loki*(IR) constructs when expressed individually under *Repo-Gal4* or *ELAV-Gal4* or present without a Gal4 driver (S4B–S4D Fig), have such an effect on lifespan on their own. These data suggest that Loki/Chk2 activity makes a major contribution to the pathological toxicity of hTDP-43 that we observe with both glial and neuronal hTDP-43 expression.

**Fig 5:**
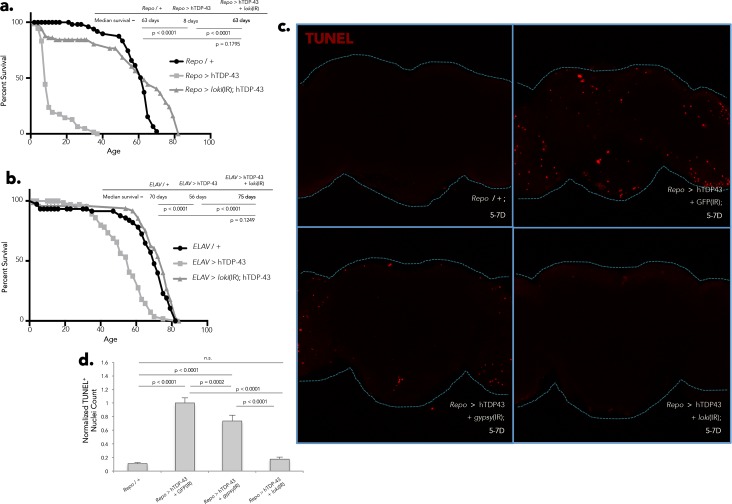
DNA damage-induced cell death and *gypsy* ERV expression contribute hTDP-43 mediated toxicity. (A) Lifespan analysis shows that co-expression of *loki*(IR) (*Repo* > *loki*(IR) + hTDP-43) fully rescues the lifespan deficit exhibited by flies expressing glial hTDP-43 (*Repo* > hTDP-43). (B) Co-expression of *loki*(IR) (*ELAV* > *loki*(IR) + hTDP-43) likewise fully rescues the lifespan deficit exhibited by flies expressing neuronal hTDP-43 (*ELAV* > hTDP-43). (C) Central projections of whole-mount TUNEL stained brains reveal a noticeable reduction in the apoptotic activity induced by glial hTDP-43 expression (*Repo* > hTDP-43 + GFP(IR)) when *gypsy* expression is knocked down (*Repo* > hTDP-43 + *gypsy*(IR)), while knocking down *loki* completely alleviates the apoptosis induced by glial hTDP-43 expression (*Repo* > hTDP-43 + *loki*(IR)). (D) Quantification of (H), normalized to the positive control (*Repo* > hTDP-43 + GFP(IR)). *N* = 12 for *Repo* / +; *N* = 9 for *Repo* > hTDP-43 + GFP(IR); *N* = 7 for *Repo* > hTDP-43 + *gypsy*(IR); and *N* = 7 for *Repo* > hTDP-43 + *loki*(IR). *All of the lifespans with the exception of the NRTI feeding experiments shown in Figs 4 and 5, were performed concurrently in order to ensure comparability across groups. Therefore, appropriate controls are shared across panels.

The brains of flies expressing hTDP-43 in glia display rampant cell death, seen both with TUNEL staining (Fig 3C) and at the level of TEM (Fig 3D). To test whether the decision of cells to commit to a programmed cell death pathway in response to hTDP-43 expression is mediated by Loki (Chk2), we co-expressed the *loki*(IR) that was so effective in suppressing hTDP-43 toxicity in survival analyses (*Repo* > hTDP-43 + *loki*(IR)) and found that this was sufficient to abolish the dramatic accumulation of TUNEL-positive nuclei induced by glial expression of hTDP-43 (Fig 5C and 5D). Moreover, we found that the *gypsy* RTE contributes at least in part to the decision of cells to undergo programmed cell death in response to hTDP-43 expression in glia, as knocking down *gypsy* (*Repo* > hTDP-43 + *gypsy*(IR)) also significantly reduces the TUNEL labeling observed in the CNS of these animals (Fig 5C and 5D). These effects are specific to *loki*(IR) and *gypsy*(IR) as co-expression of an unrelated UAS-(IR) construct with hTDP-43 in glia (*Repo* > hTDP-43 + GFP(IR)) does not significantly alter the number of TUNEL positive cells compared to brains of flies expressing hTDP-43 alone under *Repo-Gal4* (S5B Fig). Importantly, co-expression of the GFP(IR), *loki*(IR), and *gypsy*(IR) constructs with hTDP-43 under *Repo-Gal4* also does not significantly reduce the expression of hTDP-43 (*TARDBP*; S5C Fig). Differences in the level of hTDP-43 expression between these experimental groups therefore cannot account for the phenotypic rescue observed with *loki* or *gypsy* knock down in either the survival or cell death assays. Taken together, these data support the conclusion that the cell death induced by hTDP-43 is mediated predominantly via Loki/Chk2 activity in response to DNA damage, and that this DNA damage is likely induced by RTE activity. For both the physiological toxicity and cell death induced by hTDP-43 expression in glial cells, this effect is in large part due to the activity of one particular RTE, the *gypsy* ERV. These observations are in agreement with the well-documented accumulation of DNA double strand breaks induced by unleashing RTEs [86], as well as reports that transgenic expression of the HERV-K ENV protein in mice results in loss of volume in the motor cortex and DNA damage [55]. While the impact of *gypsy* appears to be restricted to the case where hTDP-43 is expressed in glial cells, our RNA-seq data demonstrate that expression of hTDP-43 causes the induction of a panel of RTEs that normally would be silenced. Such results lead us to postulate that hTDP-43 pathology might be impacting the natural mechanisms by which RTEs in general are normally kept suppressed. We therefore designed a reporter assay to detect the effect of hTDP-43 expression on the siRNA system, which provides the primary silencing mechanism to keep RTEs in check in somatic tissues such as the brain.

### Expression of hTDP-43 disrupts siRNA-mediated silencing

The major post-transcriptional RTE silencing system available in somatic tissue such as the brain is the siRNA pathway [87–92]. siRNAs with sequence complementarity to RTEs have been detected in many species, including mammals [1, 88, 93], and RTE-siRNA levels have been demonstrated to affect RTE activity [1, 94–96]. Moreover, disruptions in the siRNA pathway result in increased TE transcript levels [21, 91, 97] as well as novel insertions in the genome [21, 98]. Indeed, we have previously shown that disruption of the major siRNA pathway effector *Argonaute 2* (*Ago2*) leads to precocious *gypsy* expression in *Drosophila* head tissue and this is accompanied by rapid age-dependent neurophysiological decline [21]. We therefore engineered a genetically encoded sensor system to inform us as to whether hTDP-43 expression impairs the efficiency of Dicer-2 (Dcr-2)/Ago2-mediated siRNA silencing in the *Drosophila* nervous system *in vivo*.

Our reporter system relied on three components. We co-expressed a Dcr-2 processed IR construct directed against GFP (GFP(IR)) with a GFP transgenic reporter. By selecting an effective GFP(IR), we were able to generate substantial silencing of the GFP reporter (Fig 6A and 6B). To test the effects of hTDP-43 on siRNA mediated silencing, we then co-expressed our third component: either hTDP-43 or an unrelated control transgene (tdTomato). This tripartite system was expressed either in all glial cells using the *Repo-Gal4* driver (Fig 6A) or in mushroom body neurons using the *OK107-Gal4* driver (Fig 6B). Brains of young (2–4 day) and middle aged (10–12 days) flies were imaged using confocal microscopy. In the case of neuronal expression we were able to carry the experiment out to old age (45–47 days), but this was not possible with glial expression of hTDP-43 as it results in dramatic reduction in lifespan (see Fig 3B). What we observed was conspicuously reminiscent of hTDP-43’s impact on *gypsy* expression. Glial expression of hTDP-43 causes a marked reduction of siRNA silencing efficacy, resulting in easily detectable expression of the GFP reporter. Such expression is dramatic and significant in brains of 2–4 day old flies and persists out to 10–12 days of age (Fig 6A). Brains are obviously deteriorated by the 10–12 day time-point, which likely explains why GFP levels appear to drop off somewhat. Neuronal expression of hTDP-43 in the mushroom body has a similar but more slowly progressing effect on siRNA-mediated silencing of our GFP reporter, with a somewhat later onset (Fig 6B). Indeed, when we perform an analogous experiment using an endogenous reporter of siRNA mediated silencing in a separate structure we observe a similar effect. The *GMR-Gal4* driver, which drives high levels of expression in the fly eye, was used to express an IR construct directed against the endogenous *white*^*+*^ pigment gene in place of GFP as a reporter (Fig 6C). As with mushroom body neurons in the CNS, expression of hTDP-43 in the eye causes a progressive de-repression of the silenced reporter. It is noteworthy that the erosion of siRNA efficacy caused by hTDP-43 expression in the eye manifests as clusters of red-pigmented cells, a phenotype which is evocative of the stochastic clusters of ENV immunoreactivity observed early in response to glial hTDP-43 expression (Fig 6C and S2C Fig). In contrast, simply turning on expression of *white*^*+*^ after development results in a uniform darkening of the eye with age (S6A and S6B Fig). Taken together, these findings demonstrate that hTDP-43 expression interferes with siRNA-mediated silencing in several tissue types, resulting in de-suppression of reporter expression. In neurons hTDP-43 expression causes age-dependent progressive erosion of siRNA efficacy, while glial expression of hTDP-43 results in more acute siRNA silencing impairment.

**Fig 6:**
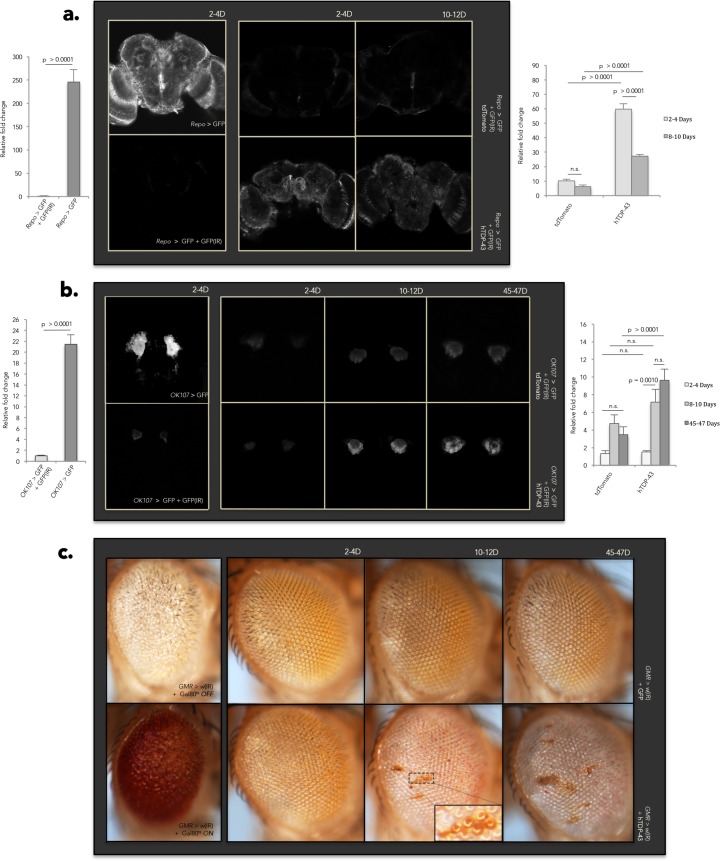
Glial and neuronal hTDP-43 expression erodes siRNA-mediated silencing. (A) Representative central projections show that co-expression of the hTDP-43 transgene, but not an unrelated tdTomato control transgene, interferes with the ability of a Dcr-2 processed IR (GFP(IR)) to silence a GFP transgenic reporter in glial cells using the *Repo-GAL4* driver. Quantification of GFP signal for each group is shown in the appropriate bar graph; values are represented as relative fold change over *Repo* > GFP + GFP(IR) (mean + SEM). A two-way ANOVA reveals significant effects of both genotype (p < 0.0001) and age (p < 0.0001), and a significant age x genotype interaction (p < 0.0001). *N* = 5 for *Repo* > GFP and *Repo* > GFP + GFP(IR); *N* = 10 for all other groups. (B) An equivalent analysis demonstrates that hTDP-43 has a similar effect in the neuronal cells of the *Drosophila* mushroom body using the *OK107-Gal4* driver, but with a later age of onset than hTDP-43 expression in glial cells. Quantification of GFP signal for each group is shown in the appropriate bar graph as in (A). A two-way ANOVA reveals significant effects of genotype (p = 0.0054) and age (p < 0.0001), as well as a significant age x genotype interaction (p = 0.0021). *N* = 5 for *OK107* > GFP and *OK107* > GFP + GFP(IR); *N* = 10 for all other groups. (C) Co-expression of hTDP-43, but not GFP, in the photoreceptor neurons of the fly eye under the *GMR-Gal4* driver interrupts the ability of a Dcr-2 processed IR to silence the endogenous *white*^*+*^ pigment gene with an age of onset similar to that observed with neuronal expression of hTDP-43 in the CNS under *OK107-Gal4*, resulting in characteristic clusters of red-pigmented ommatidia. *N* = 5 for *GMR* > *w*(IR) + Gal80^ts^ *OFF* and *GMR* > *w*(IR) + Gal80^ts^ *ON*; *N* = 20 for all other groups.

Although we have yet to identify which step of the siRNA pathway is disrupted by hTDP-43 expression, it is not simply due to loss of expression of *Dcr-2* or *Ago2*, the two major effectors of siRNA-mediated silencing in *Drosophila* [90–93]. qPCR of whole head tissue demonstrated that hTDP-43 expression in both neurons and glial cells does not affect absolute expression levels of *Dcr-2* (S6C.1 Fig) or *Ago2* (S6C.2 Fig) at either 2–4 or 8–10 days post-eclosion, therefore down-regulation of these molecules is not responsible for the observed de-suppression of *gypsy*. In fact, in the case of genetic controls and flies expressing hTDP-43 in neurons, *Dcr-2* and *Ago2* levels actually increase with age beginning at 21–23 days post-eclosion and persisting into old age (40–42 days old), suggesting that down-regulation of *Dcr-2* and *Ago2* likewise cannot explain the later elevation of *gypsy* expression observed in these genotypes (S6D.1–S6D.3 Fig). On the other hand, small-RNA seq from head tissue of flies expressing hTDP-43 under the glial *Repo-Gal4* driver reveals a relative reduction specifically in levels of antisense siRNAs among the subset that target RTEs whose expression is elevated in the RNAseq data (S5 Table; S7A and S7B Fig). This is suggestive of a defect in either biogenesis or stability of the siRNAs that target these RTEs. 

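Small RNA from fly heads was cloned with a TruSeq approach after gel selection by size and sequenced on an Illumina NextSeq, with 3 Repo / + libraries (S19, S20 and S21) and 3 Repo > hTDP-43 libraries (S22, S23 and S24). The control carries the Repo-Gal4 driver without the hTDP-43 transgene, unlike the RNA-seq control. The aligner, the handling of reads with several alignments and the age of these flies are not given in the paper's text. The authors counted reads on miRNAs, exons, introns, ribosomal RNA, piRNA clusters and transposons, with sense and antisense strands apart and without normalization. The counts are not separated by read length, so siRNA here means all small RNA reads counted on a transposon, and piRNA-sized reads are included. Total counts were 37736599, 35532231 and 31074082 for Repo / + and 35251232, 35553448 and 37512665 for Repo > hTDP-43. The paper's S5 Table gives 42112122, 37957096 and 33729791 mapped reads for Repo / + and 38889308, 38699296 and 40832235 for Repo > hTDP-43, and RPM values for small RNA use these. Each library held between 205741 and 272287 antisense and between 63585 and 74321 sense transposon reads. The RTEs with elevated expression were the 22 LTR and LINE elements that the paper's S3 Table lists as higher, and the ratio was the mean over elements of the log2 antisense to sense ratio, with 0.5 added to each count.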

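The mean log2 antisense to sense ratio over the 22 elevated RTEs was 0.80 ± 0.23 (SD, n = 3) in Repo / + and 0.14 ± 0.12 (SD, n = 3) in Repo > hTDP-43, a difference of -0.66. Every Repo > hTDP-43 library lay below every control library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). For the 99 other transposons it went from 0.84 ± 0.029 to 0.75 ± 0.076 (SD, n = 3 each), a difference of -0.095, with p = 0.1 in the same exact test. Of the 22 elements 19 had a lower and 3 a higher ratio, against 50 lower and 47 higher among the others with both strands counted. Across elements, which are not independent replicates, the mean change in the elevated RTEs minus that in the others was -0.58 (permutation test, 100000 resamples, two-sided, p = 0.0052). Without 3S18 this was -0.46 (p = 0.023, same permutation test). The alternative that moved the mean ratio most was the ratio of summed counts, with -0.26, and the library that moved it most was S21, with -0.53 without it.

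Each strand was also measured alone. The mean log2 antisense level over the 22 RTEs, in RPM of mapped reads, was 3.79 ± 0.43 in Repo / + and 3.84 ± 0.19 in Repo > hTDP-43 (SD, n = 3 each), a change of 0.045 (exact permutation test, p = 1). The control antisense levels were 3.70 in S19, 3.42 in S20 and 4.26 in S21, and those of Repo > hTDP-43 lay between 3.62 and 3.97. The sign of the antisense change therefore rests on single control libraries. The sense level went from 2.99 ± 0.20 to 3.70 ± 0.11 (SD, n = 3 each), a change of 0.70 (exact permutation test, p = 0.1). With TMM normalization on the total counts the changes were -0.078 for antisense (exact permutation test, p = 0.9) and 0.58 for sense (exact permutation test, p = 0.1). Antisense levels were lower for 11 and higher for 11 of the 22 elements, and sense levels were lower for 7 and higher for 15. Summed over all transposons, antisense reads came to 6336 ± 858 RPM in Repo / + and 5948 ± 330 in Repo > hTDP-43 (SD, n = 3 each; exact permutation test, p = 0.6). From the lower antisense to sense ratio the paper proposes a defect in the biogenesis or the stability of the siRNAs that target these RTEs.

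**Figure D2:**
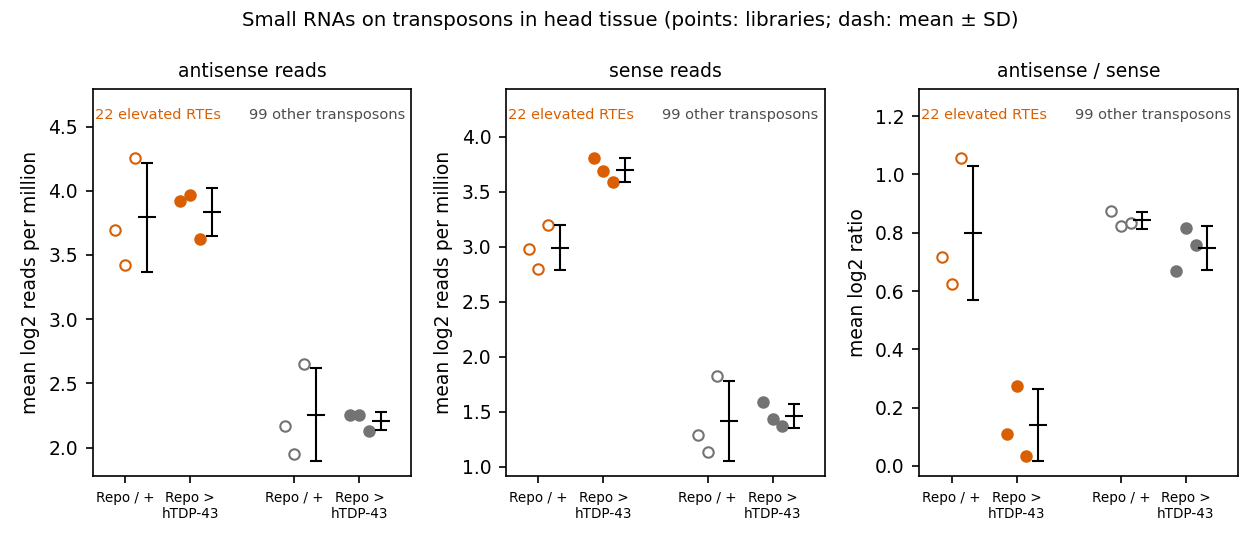
Mean log2 RPM of mapped reads on the antisense strand and on the sense strand, and mean log2 antisense to sense ratio, for the 22 elevated RTEs (orange) and the 99 other transposons (grey); points are the 3 Repo / + (open) and 3 Repo > hTDP-43 (filled) libraries and dashes show mean ± SD. For the elevated RTEs the sense mean goes from 2.99 to 3.70 and the ratio from 0.80 to 0.14, while the antisense mean goes from 3.79 to 3.84.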

We favor a model (Fig 7) in which TDP-43 protein pathology interferes with siRNA biogenesis and/or function, resulting in deterioration of siRNA-mediated silencing accompanied by activation of RTE expression. The resulting increase in RTE expression may lead to accumulation of DNA damage resulting from RTE activity induced by TDP-43 pathology, in turn activating Loki/Chk2 signaling and leading to programmed cell death (Fig 7).

**Fig 7:**
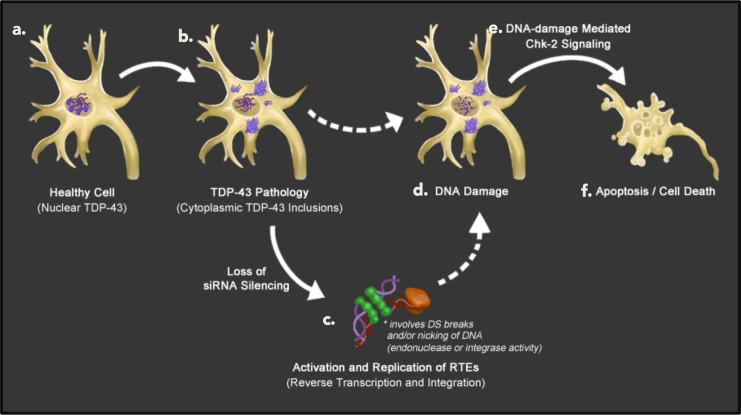
A cellular model for RTE mediated DNA damage and apoptotic cell death in TDP-43 pathology. In a healthy cell TDP-43 protein is predominantly found in the nucleus with the capacity to shuttle between the nucleus and the cytoplasm. This pleiotropic protein plays many important roles in normal RNA metabolism in both cellular compartments (A). Cells that experience TDP-43 pathology exhibit accumulation of TDP-43 protein in dense cytoplasmic inclusions and clearance from the nucleus (B). This is accompanied by rapid deterioration of siRNA-mediated silencing, as well as activation of RTE expression (C). The apoptotic cell death (F) induced by TDP-43 pathology is largely mediated by Loki/Chk-2 signaling (E). In the case of hTDP-43 pathology in fly glial cells in the CNS, expression of the *gypsy* RTE contributes to hTDP-43-induced cell death. Based on this observation, as well as the known cell biological role of Loki/Chk-2, we infer that the apoptosis induced by TDP-43 pathology is largely the result of Chk-2 activation in response to TDP-43-induced DNA damage (D), and that this DNA damage is at least partially incurred by TDP-43’s effects on RTEs (C).

## Discussion

We previously reported bioinformatic predictions of a physical link between TDP-43 protein and RTE RNAs in rodent and in human cortical tissue [54]. Here we provide *in vivo* functional evidence in *Drosophila* that TDP-43 pathological toxicity is the result of RTE activity generally and, in glial cells, expression of the *gypsy* ERV specifically. This finding is parsimonious with reports of high levels of reverse transcriptase activity in serum and CSF of HIV-negative ALS patients and their blood relatives [59–61], and of accumulation of transcripts and protein of HERV-K, a human ERV of the *gypsy* family, in the CNS of ALS patients [50, 55]. It also is notable that accumulation of virus-like inclusions have been detected by electron microscopy in both neurons and glia of the frontal cortex of one ALS patient with extended prolongation of life via artificial lung ventilation [99]. Furthermore, our findings are complementary to those documenting progressive motor dysfunction in transgenic mice expressing HERV-K ENV protein, one of the three major open reading frames of this human RTE [55]. However, the findings reported here provide the first demonstration that an endogenous RTE causally contributes to physiological deterioration and cell death in TDP-43 protein pathology. Additionally, our findings indicate that reverse transcriptase enzymatic activity contributes to the toxicity of TDP-43 induced RTE expression, and that toxicity is largely mediated by DNA damage-induced cell death. Finally, we demonstrate that TDP-43 pathology leads to erosion of the post-transcriptional gene silencing mechanisms that are broadly responsible for RTE repression, which is accompanied by elevated expression of a panel of RTEs. These findings are in agreement with our previous observations that TDP-43 protein normally exhibits widespread interactions with RTE transcripts in rodent and human cortical tissue and that these interactions are selectively lost in cortical tissue of FTLD patients [54], as well as a report that knocking out the *C*. *elegans* ortholog of hTDP-43 results in broad accumulation of transposon-derived RNA transcripts and double stranded RNA [100].

TDP-43 has frequently been reported to co-localize with the major siRNA pathway components, DICER and Argonaute, in both cell culture and human patient tissue. Indeed such co-localization is commonly detected in stress granules (SGs), cytoplasmic foci for modulating mRNA translation that materialize in response to cellular stress [34, 47, 101–104]. SGs are observed in pathological ALS and FTLD patient tissue, and can be induced in neuronal cell culture via overexpression of mutant and wild-type hTDP-43 as well as two other ALS linked genes, SOD1 and FUS, suggesting that they may represent a common downstream mechanism of pathological progression [47]. And SG formation in response to cellular stressors, or overexpression of ALS-linked genes including hTDP-43, inhibits DICER processing of pre-miRNAs to mature miRNAs [47]. This signature is detectable in both sporadic and familial ALS spinal column motor neurons as a dramatic global reduction in mature miRNAs in comparison to control tissue [47]. These findings are in accordance with previous work by Kawahara and Mieda-Sato (2012), which showed that loss of hTDP-43 function itself inhibits cytoplasmic miRNA processing by DICER for at least a subset of miRNAs [45]. In mammals, the same DICER and Argonaute proteins process both miRNAs and siRNAs [105]. Therefore, the effects of SG formation and hTDP-43 manipulation on DICER function may affect siRNAs just as dramatically as miRNAs, however the effects of TDP-43 expression on siRNA function in mammals have as yet to be investigated. In contrast with the mammalian system, siRNAs and miRNAs in *Drosophila* are processed largely via distinct pathways–Dcr-1/Ago1 and Dcr-2/Ago2, respectively [105]. This disparity provided an opportunity for us to engineer an *in vivo* sensor to investigate the effects of TDP-43 on the siRNA system separate from its effects on miRNA biogenesis. While production of some miRNAs is disrupted in both animal models of ALS and human patient tissue, our data clearly demonstrate that in *Drosophila*, pathological TDP-43 expression disrupts the siRNA function of the DICER/Ago pathway. This finding dovetails with a report that the *C. elegans* TDP-43 ortholog impacts accumulation of double stranded RNA, which is the substrate of the DICER enzyme [100]. Our findings support the conclusion that the disruption of siRNA silencing contributes to cellular toxicity, dramatic physiological deterioration, and premature death via loss of control of RTEs.

Unregulated RTE expression is known to be highly toxic in other biological contexts for a number of reasons, including accumulation of toxic RNAs, creation of harmful mutations, and accumulation of DNA damage. In the case of *gypsy* we demonstrate that this RTE has a causal impact on cell death and physiological decline in the animal’s health. We also identify DNA damage-induced cell death, mediated by Chk2 activity, as a major contributing factor in the toxicity of TDP-43 both at the cellular and organismal level. Importantly, *gypsy* is not the only RTE whose expression we found to be increased in response to hTDP-43 expression. We in fact observe a panel of RTEs that exhibit elevated expression, with some variation in this profile when hTDP-43 is expressed solely in neurons or glia. This is consistent with the observation that knocking down *gypsy* expression only partially suppresses the toxicity of TDP-43, whereas blocking *loki* (*chk2*) expression leads to a near complete suppression of the effects of hTDP-43 expression on cell death and lifespan reduction. The involvement of DNA damage-induced cell death suggest that *gypsy* and likely other RTEs may be successfully or abortively inserting into genomic DNA, although we are mindful of the fact that increased levels of RTE proteins and RNAs may themselves be cytotoxic, as is observed with the *Alu* RTE in macular degeneration [52].

In the case of HERV-K, it has recently been shown [55] that TDP-43 binds directly to the LTR at the DNA level, thereby activating transcription of HERV-K. Our results establish, however, that TDP-43 pathology also compromises the siRNA-mediated gene silencing system, which is the major post-transcriptional genomic defense against RTEs in somatic tissues. The mechanisms by which TDP-43 protein pathology disrupts siRNA silencing remain to be investigated, but we favor the idea that it involves direct interactions between TDP-43 and the siRNA protein machinery [45, 47], and our previous findings also suggest direct interaction with RTE RNAs [54]. The disruptive impact of TDP-43 on the siRNA system points to a general loss of RTE silencing—as opposed to activation of a specific element such as the *gypsy* ERV (or HERV-K)—as the major contributing factor in hTDP-43-related neurophysiological deterioration. This conclusion is supported by our RNA-seq data which shows a broad and general increase in RTE expression in head tissue of *Drosophila* expressing either neuronal or glial hTDP-43, as well as a pronounced reduction specifically in antisense siRNAs which target the RTEs we observe to exhibit increased expression in response to hTDP-43 expression. In accordance with this notion, we have previously shown in *Drosophila* that mutation of Ago2, a major effector protein of the siRNA system, results in activation of several different RTEs in brain tissue and causes rapid age-related cognitive decline and shortened lifespan [21].

Like *Drosophila*, the human genome contains more than one type of functional RTE. In addition to HERV-K, the human genome contains on the order of 100 fully active copies of L1 RTEs, and a far higher number of non-autonomous elements that replicate in *trans* by capitalizing on the protein machinery encoded by L1s [106]. Moreover, abnormally high levels of expression of several different RTE families has been reported across a suite of neurodegenerative diseases [50–57], and there is accumulating evidence suggesting RTEs generally become active with advanced age in a variety of organisms and tissues [13–18], including the brain [21]. Previous studies make the case that this effect may result from age-related loss of transcription-level heterochromatic silencing [16, 18]. Our finding that TDP-43 erodes post-transcriptional, siRNA-mediated RTE silencing therefore raises an intriguing hypothesis regarding the synergy between age and TDP-43 pathology on RTE activation, particularly when the reinforcing action of siRNAs on heterochromatin is taken into consideration [1, 18]. This potential synergy, in conjunction with the replicative capacity encoded by RTEs, leads us to posit the “retrotransposon storm” hypothesis of neurodegeneration. We envision that loss of control of RTE expression and replication leads to a feed-forward mechanism in which massive levels of activity drive toxicity and degeneration in the nervous system. Our findings are not in conflict with a wealth of data that have implicated effects of TDP-43 pathology on splicing, RNA stability, translation, and miRNA biogenesis [28, 29, 38, 39, 45–47]., and it will be important to conceptually integrate our findings with these other aspects of TDP-43 pathology. But the direct impact we observe on cell death highlights the importance of investigating the contribution of siRNA dysfunction and RTE toxicity in TDP-43-mediated pathogenesis, and may indicate a promising common avenue for novel therapeutic targets in both familial and sporadic cases of ALS.

## Materials and methods

### Fly stocks

All transgenic fly stocks used, with the exception of *w*(IR) and *GMR-Gal4*, were backcrossed into our in-house wild type strain, the Canton-S derivative *w*^*1118*^ (*isoCJ1*) [107], for at least five generations to homogenize genetic background. The GFP, *OK107-*, *ELAV-*, and *Repo-Gal4* lines [108], as well as the hTDP-43 [68] and *gypsy*(IR) [57] lines, are as reported previously. The *GMR-Gal4*, *Gal80*^*ts*^, *w*(IR), GFP(IR), and tdTomato lines were acquired from the Bloomington Drosophila Stock Center (stock numbers: 43675, 7019, 25785, 9331, and 32221; respectively), and the *loki*(IR) line was acquired from the Vienna Drosophila Resource Center [109] (stock number: v44980). Flies were cultured on standard fly food at room temperature unless otherwise noted.

### Bleach treatment of embryos

All fly stocks used for lifespan analysis and longitudinal qPCR experiments were double dechorionated by bleach treatment in order to remove exogenous viral infection [21]. Briefly, 4-hour embryos were collected and treated with 100% bleach for 30 min to remove the chorion. Treated embryos were washed and subsequently transferred to a virus-free room equipped with ultraviolet lights to maintain sterility. This was repeated for at least two successive generations and expanded fly stocks were tested via qPCR of whole flies to ensure Drosophila C Virus (DCV) levels were below a threshold of 32 cycles.

### RNA-seq and small RNAseq library preparation

Fly heads were collected for each genotype and total RNA was purified with Trizol (Invitrogen). RNA-Seq libraries were constructed using the NuGEN Ovation Drosophila RNA-Seq kit including DNase treatment with HL-dsDNase (ArcticZymes Cat. # 70800–201) and cDNA fragmentation using the Covaris E220 system according to manufacturer specifications. After amplification, library quality was measured using the Agilent Bioanalyzer system and quantity was determined using Life Technologies Qubit dsDNA HS Assay kit (for use with the Qubit 2.0 Fluorometer). Prior to sequencing, pooled libraries were quantified using the Illumina Library Quantification kit (with Universal qPCR mix) from Kapa Biosystems and a 1.2 pM loading concentration was used for PE101 on the Illumina NextSeq500 platform. Small RNAs were cloned using TruSeq (Illumina) approach with modifications described in Rozhkov 2015 [110]. Briefly, all small RNA libraries were constructed from 15–20 ug of TRIzol isolated total RNA. 18–29 nucleotide long small RNAs were size selected on 15% PAGE-UREA gel. After 3’- and 5’-adapter ligation, subsequent gel purification steps and reverse transcription cDNAs were PCR amplified with barcoded primers. PCR products were size selected on 6% PAGE gel, and quantified on Bioanalyzer. Loading concentrations were determined using the NEBNext Library Quant kit for Illumina (NEB). The libraries were sequenced on NEXTSeq platform.

### Sequencing, mapping and annotation

RNA-seq libraries were run on an Illumina NextSeq (paired end 101). Reads were mapped to the *Drosophila* dm3 genome with STAR [111] allowing up to 4 mismatches and a maximum of 100 multiple alignments. To estimate the pileup along *gypsy* element, reads were mapped to the *gypsy* consensus sequence (GenBank accession: M12927) using Bowtie [112] with up to 2 mismatches. Reads were annotated based on genomic locations against ribosomal RNAs, transposable elements (FlyBase), and RefSeq genes (UCSC genome database RefSeq track). The GEO accession number for all RNAseq and smallRNAseq data is GSE85398 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE85398).

### Transcriptome analysis

Reads mapped to ribosomal RNAs were removed from each library. For the remaining reads, expression abundance estimation and differential expression analysis were performed using the TEtranscripts package [76]. Reads for each library were normalized based on library size, e.g., reads per million mapped (RPM). Statistically significant differences were taken as those genes/transposons (TEs) with a Benjamini-Hochberg corrected P-value < 0.05, as calculated by DESeq [113]. Biological replicates were averaged for the purpose of estimating pileup along consensus TEs.

### Enrichment analysis for KEGG ALS pathway

The ortholog pairs of fly and human were predicted with the Drosophila Integrated Ortholog Prediction Tool (DIOPT), which integrates the ortholog predictions from 11 existing tools [114]. The pairs with the “high” rank, defining as the best match with both forward and reverse searches and the DIOPT score is at least 2, were selected. Then we performed Fisher's exact test to check if the differential expression fly genes are enriched in the KEGG ALS human genes with identifiable fly orthologs.

### Lifespans

Male flies were used for all lifespan assays since the majority of glial-expressing hTDP-43 flies that escape their pupal cases are male. Flies were housed 15 to a vial with a total of 75 flies per genotype and flipped into fresh food vials every other day. All vials were kept on their side in racks for the duration of the experiment. Lifespan experiments were performed blind.

### NRTI food preparation and lifespans

Tenofovir disoproxil fumarate (TDF; Selleck Chemicals, CAS 147127-20-6), Zidovudine (AZT; Sigma-Aldrich, CAS 30516-87-1), and Stavudine (d4T; Sigma-Aldrich, CAS 3056-17-5) were prepped as solutions using dimethyl sulfide (DMSO) as solvent. Standard fly food was melted and cooled to a liquid, and NRTI solutions were added just before solidification to give final concentrations of 0 (vehicle alone control), 1, 5, 10, and 15 μM of each NRTI in a total volume of 0.2% DMSO, then stored at 4°C for a maximum of 2 weeks until use. Lifespan was monitored in all male flies with 20 flies per vial for a total of 100 flies monitored per genotype per treatment. Lifespans were performed as above.

### CAFE assays

To quantify and determine the consistency of feeding across treatments, Capillary Feeder (CAFE) Assays [115] were performed. Each replicate consisted of five male wild-type flies contained in a 1.5 mL microfuge tube chamber with 1% agarose in bottom to maintain humidity and two 5 μL disposable calibrated pipets (VWR, 53432–706) providing the media solution (5% sucrose / 5% autolyzed yeast extract, Sigma-Aldrich), inserted though the tube cap. Flies were acclimated with untreated solution *ad libitum* for 24 hours. Measurements were initiated one hour following the switch to experimental solutions and monitored for a total duration of 24 hours. Experimentally treated solutions were prepared to match the concentrations of each NRTI treatment used in solid food for lifespan analysis, as well as an additional solution of high concentration for each NRTI (100 μM) and a solution of vehicle alone control (0.2% DMSO). Displacement due to evaporation was controlled for by subtracting measurements from fly-less CAFE chambers with the vehicle solution set up in parallel to the experimental assays. CAFE assays with untreated solution were also set up in parallel and controlled for evaporation.

### Locomotion behavior assay

Locomotion behavior was assayed using the classic Benzer counter current apparatus as in Benzer, S., 1967 [116], with the following modifications: freshly eclosed flies were transferred into glass bottles with food and a paper substrate and plugged with foam stoppers. Flies were transferred to fresh bottles every 48 hours until they reached the appropriate age for locomotion assays. The Benzer assay was conducted in a horizontal position with a fluorescent light source to measure phototaxis. Locomotion assays were performed blind.

### qPCR and TaqMan probes

Tissue preparation, cDNA synthesis and qPCR were performed as previously described [21] using the Applied Biosystems StepOnePlus Real-Time PCR System. Heads of 75–100 flies were used for each biological replicate unless otherwise noted. All TaqMan Gene Expression Assays were acquired from Applied Biosystems and used the FAM Reporter and MGB Quencher. The inventoried assays used were: *Act5C* (assay ID Dm02361909_s1), *Dcr-2* (assay ID Dm01821537_g1), *Ago2* (assay ID Dm01805433_g1), *TARDBP* (assay ID Hs00606522_m1), *TBPH* (assay ID Dm01820179_g1), and *loki* (assay ID Dm01811114_g1). All custom TaqMan probes were designed following the vendor’s custom assay design service manual and have the following assay IDs and probe sequences: *gypsy ORF2* (assay ID AI5106V; probe: 5’–AAGCATTTGTGTTTGATTTC-3’), *gypsy ORF3* (assay ID AID1UHW; probe: 5’-CTCTAGGATAGGCAATTAA-3’), and *DCV* (assay ID AIPAC3F; probe: 5′-TTGTCGACGCAATTCTT-3′). For genomic QPCR, DNA was isolated from 2–4 day old flies (equal numbers per sample, 50% male/female). After RNAase treatment, equal input levels of DNA were used for each PCR reaction, and each reaction was performed in triplicate. The CT values for *Gypsy* ORF2 were normalized to those for Actin within each sample. The values shown S2A.5 Fig were then further normalized to the levels in the wild type strain in order to display relative fold change over our wild type strain.

### Whole mount immunohistochemistry and GFP imaging

Dissection, fixation, immunolabelling, and confocal imaging acquisition were executed as previously described [117]. The ENV primary antibody was used as described in Li, *et al*. 2013 [21, 78]. For TDP-43 immunohistochemistry, the primary full length human TDP-43 antibody (Protein Tech, 10782-2-AP) was used at a 1:100 dilution, and the primary pSer409 phosphorylated human TDP-43 antibody (Sigma Aldrich, SAB4200223) was used at a 1:500 dilution separately in conjunction with a 1:200 dilution of an Alexa Fluor 488-conjugated secondary antibody (Thermo Fisher Scientific, A-11070). Repo co-labeling was performed using a 1:200 dilution of primary antibody (Developmental Studies Hybridoma Bank, 8D12) and a 1:200 dilution of a Cy3-conjugated secondary antibody (Molecular Probes, A10521). DAPI co-staining was performed after a brief wash in 1x PBS immediately subsequent to secondary antibody staining using DAPI Dilactate (Thermo Fisher Scientific, D3571) as per manufacturer specifications. All brains co-stained with DAPI were imaged on a Zeiss LSM 780 confocal microscope using a UV laser and the Zeiss ZEN microscope software package.

### GFP quantification

The gain on the confocal microscope was set using the positive control (*Repo* > GFP or *OK107* > GFP) and kept consistent across all subsequent brains imaged. The GFP signal of the median 10 optical sections of the appropriate structures (either the full brain for *Repo* or both lobes of the calyx for *OK107*, respectively) was calculated using ImageJ software, as previously described [118]. These ten values were then averaged, and this number used as a representation for each individual brain. 5–10 brains were analyzed per group.

### TUNEL-positive nuclei detection and quantification

For TUNEL staining, the *In Situ* Cell Death Detection Kit, TMR red (Roche, 12156792910) was used. The same dissection, fixation, and penetration and blocking protocol used for antibody staining was followed [117], at which point the brains were transferred to the reaction mix from the kit for 2 hours at 4°C followed by 1 hour at 37°C. Brains were then washed, mounted, and imaged as previously described [117]. For imaging, the gain on the confocal microscope was set using the positive control (*Repo* > hTDP-43) and kept consistent across all subsequent brains imaged. A projection image was generated using the middle 50 optical slices from the z-stack image of the whole brain. This projection image was then thresholded using the maximum entropy technique (See: [119]) via the Fiji plug-in for ImageJ software, and the subsequent binary image was subjected to puncta quantification using ImageJ software. Puncta quantification was thresholded for puncta greater than 3 pixels to reduce the likelihood of counting background signal. The total number of puncta counted was then used as a representation for the number of TUNEL-positive nuclei for each brain in subsequent statistical analysis. 7–12 brains were analyzed per group. Quantification of *gypsy* ENV immunoreactive puncta was performed in the same manner.

### *Drosophila* eye imaging

Flies of the appropriate age and genotype were placed at -70°C for 25 minutes and then kept on ice until immediately prior to imaging. Imaging was performed using a Nikon SMZ1500 stereoscopic microscope, Nikon DS-Vi1 camera and Nikon Digital Sight camera system, and the Nikon NIS-Elements BR3.2 64-bit imaging software package. The experiment was designed such that each group is balanced for the number of mini-white transgenes and heterozygous for genomic *white*^*+*^.

### Transmission electron microscopy

*Drosophila* heads were removed, the cuticle removed and the brains fixed overnight in 2% paraformaldehyde and 2% glutaraldehyde in 0.1 mol/L PBS. Samples were rinsed in distilled water and post-fixed for one hour in 1% osmium tetroxide in 1.5% potassium ferrocyanide in distilled water. Next, the samples were dehydrated in a graded series of ethanol and the final 100% ethanol was replaced with a solution of absolute dry acetone (Electron Microscopy Sciences, Hatfield PA). The samples were then infiltrated with agitation for one hour in an equal mixture of acetone and Epon-Araldite resin, followed by infiltration with agitation overnight in 100% resin. Samples were transferred to embedding capsules with the posterior head facing towards the bottom of the capsule and the resin was polymerized overnight in a vented 60°C oven. Thin sections were made from the mushroom body region and collected on Butvar coated 2mm x 1mm slot grids (EMS) and the sections were counterstained with lead citrate. Thin sections were imaged with a Hitachi H700 transmission electron microscope and recorded on Kodak 4480 negatives that were scanned with an Epson V750 Pro Scanner at 2400 DPI. 3 individual brains processed for *Repo* / +, 4 individual brains processed for *Repo* > hTDP-43; many images collected of each brain.

### Statistics

For qPCR data, the p-values of all data sets with only two groups were calculated using an unpaired t-test. Where an effect of age for more than two time points within one genotype was determined, a one-way ANOVA was performed, and where multiple ages and genotypes are represented a two-way ANOVA was performed; the results are reported in the figure legends. All pairwise comparisons for qPCR reported in the figures were corrected using the Bonferroni method for multiple comparisons. For both the locomotion data and the GFP quantification, p-values were reported using the Sheffé method; ANOVA results are reported in the figure legends. The CAFE assay is similarly reported, with pairwise comparisons between treatments being made using one-way ANOVA with Tukey’s Multiple Comparisons test. Survival analyses for the lifespan curves were performed using the Kaplan-Meier method, and the Gehan-Breslow-Wilcoxon test were used to compare survival curves. All pairwise comparisons for lifespan curves were corrected using the Bonferroni method. Sample sizes were selected based on standard practices in the literature. No randomization was employed in this study.

## Supporting information

S1 Fig Differentially expressed genes in Repo-TDP-43 heads enriches for fly orthologs of ALS-KEGG gene set. Among the KEGG gene set annotated as functionally related to ALS pathways. Although this is by no means a complete list of genes that have been implicated in ALS in the literature, it represents a set of gene pathways with known involvement in ALS. 20 of the ALS KEGG gene set contain clear Drosophila orthologs and a significant fraction of these (11/20) are identified as differentially expressed in our RNAseq from *Repo>TDP-43* heads.
(PDF) Click here for additional data file.

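The genes of the ALS drawing that rose with Repo > hTDP-43 were Cyt-c-d, with a log2 fold change of 1.94 (adjusted p = 0.0167 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Rac2 with 1.07 (adjusted p = 0.000946), p53 with 0.79 (adjusted p = 0.0115) and p38a with 0.63 (adjusted p = 0.0207). Those that fell were Sod, Sod2, Cat, Nos, CanB, Eaat1, Tom40 and Pp2B-14D, with log2 fold changes between -0.73 for Sod and -0.29 for Pp2B-14D.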

S2 Fig *gypsy* expression turns on stochastically in young brains and reaches peak expression in the population at mid-adulthood. (A) Transcript levels of *gypsy ORF3* (*Env*) as detected by qPCR on whole head tissue of flies expressing (A.1) neuronal hTDP-43 (*ELAV* > hTDP-43), or genetic controls: (A.2) *ELAV* / + and (A.3) hTDP-43 / +. *gypsy ORF3* transcript levels display an increase by 21–23 days post-eclosion that drops back down by 40–42 days post-eclosion, regardless of genotype. In all cases transcript levels have been normalized to *Actin*, and the aged cohort (8–10 days; 21–23 days; 40–42 days) are represented as a fold change over an appropriate young (2–4 day) cohort that has been processed in parallel. Unpaired t-tests have been used to calculate p-values for each aged cohort with its matched young cohort, while p-values comparing aged cohorts within genotypes have been calculated using the Bonferroni method for multiple comparisons. For all three genotypes a one-way ANOVA shows a significant effect of age on *gypsy ORF3* transcript levels between the aged cohorts (*ELAV* > hTDP-43, p < 0.0001; *ELAV* / +, p < 0.0001; hTDP-43 / +, p = 0.0346). *N* = 5 for all groups. (A.4). qPCR of whole head tissue reveals that the presence of the hTDP-43 transgene alone with no Gal4 driver results in elevation of *gypsy* ORF2 transcript levels. N = 6 for both groups. Quantitative genomic PCR (A.5) reveals that the wild type, Elav-Gal4 and Repo-Gal4 lines have comparable levels of *gypsy* DNA copy number, and (A.6) mRNA expression levels. The *UAS-hTDP-43* parental line exhibits marginally higher levels of *gypsy* genomic DNA (A.5), although this cannot explain the difference between expression in *ELAV* > hTDP-43 vs *Repo*> hTDP-43. (B) Quantification of immunoreactive puncta averaged across the central 10 optical slices of brains of flies expressing hTDP-43 in glial cells (*Repo* > hTDP-43) and genetic controls (*Repo* / + and hTDP-43 / +) aged to 10 days and whole-mount immunostained using the *gypsy* ENV monoclonal antibody in a separate experiment from Fig 1C. A one-way ANOVA reveals that there is no difference in ENV immunoreactivity between the two genetic control groups (*Repo* / + and hTDP-43 / +; p = 1.0000), but that 10 day old flies that express hTDP-43 in glial cells (*Repo* > hTDP-43) display significantly more ENV immunoreactive puncta than flies carrying the UAS-hTDP-43 transgene (hTDP-43 / +; p < 0.0001) or *Repo*-Gal4 alone (*Repo* / +; p < 0.0001). Displayed as means + SEM; *N* = 8 for all groups. (C) Projections through whole-mount brains immunolabeled with a *gypsy* ENV monoclonal antibody demonstrate that *gypsy* expression turns on post-developmentally, with very little *gypsy* expression immediately following eclosion (0 Days) in genetic controls (hTDP-43 / + and *Repo* / +) and in flies expressing hTDP-43 in glia (*Repo* > hTDP-43). Expression turns on stochastically at 3 days post-eclosion only in the CNS of flies expressing glial hTDP-43. Replicates of 3-day old *Repo* > hTDP-43 brains illustrate the variability of *gypsy* expression at this early time point. *N* = 2 for all 0 Day groups; hTDP-43 / +, 3 Day, *N* = 3; *Repo* / +, 3 Day, *N* = 4; *Repo* > hTDP-43, 3 Day, *N* = 7.
(PDF) Click here for additional data file.

S3 Fig Characterizing hTDP-43 expression. (A) TUNEL staining reveals very little apoptotic activity when hTDP-43 is expressed in the mushroom body under *OK107-Gal4*, even when the animals are aged to 30 days post-eclosion. Mushroom bodies marked by co-expression of GFP, shown in green; TUNEL staining shown in red. *OK107* > GFP, 5 Day, *N* = 3; *OK107* > GFP + hTDP-43, 5 Day, *N* = 5; *OK107* > GFP, 30 Day, *N* = 5; *OK107* > GFP + hTDP-43, 30 Day, *N* = 4. (B) Full length human TDP-43 (green) can be detected by immunolabelling in the brains of flies expressing glial hTDP-43 under the *Repo-Gal4* driver at 21–23 days post-eclosion, and co-localizes with Repo (red) immunoreactivity (left). *Repo* / + (*N* = 4); *Repo* > hTDP-43 (*N* = 4). Immunoreactivity for a disease-specific phosphorylated isoform of the protein (pSer409) can also be readily detected and co-localizes with Repo (right). *Repo* / + (*N* = 7); *Repo* > hTDP-43 (*N* = 4). A 63x blow-up is shown in the pop-out. (C) Both the full-length (left) and disease specific (right) isoforms of hTDP-43 (green) are mainly observed in the cytoplasm and vacate the nucleus (visualized by DAPI co-staining, shown in blue). Arrowheads indicate the hTDP-43-filled cytoplasm of a cortical glial cell wrapped around several neuronal nuclei in the neuropil of flies expressing glial hTDP-43. For full length hTDP-43 antibody, *Repo* / + (*N* = 6), *Repo* > hTDP-43 (*N* = 13); for pSer409 phosphorylated hTDP-43 antibody, *Repo* / + (*N* = 4), *Repo* > hTDP-43 (*N* = 9). (D) qPCR of whole head tissue demonstrates that transcript levels of *hTDP-43* diminishes under *Repo-Gal4* from 2–4 days to 8–10 days. Transcript levels normalized to *Actin* and displayed as fold change relative to 2–4 day old flies (means + SEM). *N* = 6 for all groups. (E) A similar effect of age on hTDP-43 expression is observed in neurons under *ELAV-Gal4*, and continues to drop off by 40–42 days post-eclosion. A one-way ANOVA shows a significant effect of age (p < 0.0001). *N* = 6 for all groups.(F) qPCR of whole head tissue demonstrates that expression of hTDP-43 does not effect levels of the Fly ortholog, *TBPH*, regardless of cell type of expression. Transcript levels normalized to *Actin*. *N* = 4 for the hTDP-43 / + group, *N* = 5 for all other groups.
(PDF) Click here for additional data file.

S4 Fig NRTI administration does not affect fly feeding behavior and expression of IR constructs individually does not affect lifespan or hTDP-43 expression. **However, NRTI administration extends lifespan in flies expressing hTDP-43 in glia.** (A) qPCR on head tissue demonstrates that expressing an IR directed against *gypsy ORF2* (*gypsy*(IR)) in neurons (*ELAV* > *gypsy*(IR)) or glia (*Repo* > *gypsy*(IR)) effectively inhibits age-dependent elevation of *gypsy* transcript levels, and results in an ~2.5-fold reduction at 28 days post-eclosion. *gypsy* transcript levels from head tissue of young (2–4 day) and aged (28 day) flies was normalized to *Actin* and displayed as fold change in 28 day old flies of each genotype relative to each respective young cohort (displayed as means + SEM). A one-way ANOVA shows a significant effect of genotype (p = 0.0182). *N* = 2–3 biological replicates generated from heads of 5 mL of flies for each group. (B) Expression of *gypsy*(IR), *loki*(IR), and GFP(IR) individually in glial cells under the *Repo-Gal4* driver does not significantly alter lifespan. (C) Expression of *gypsy*(IR) and *loki*(IR) individually in neurons under the *ELAV-Gal4* driver does not significantly alter lifespan. (D) The presence of each of the IR constructs alone without any Gal4 driver (*gypsy*(IR) / +; *loki*(IR) / +; GFP(IR) / +) only moderately effects lifespan. (E) The capillary feeder (CAFE) assay demonstrates that neither the final concentration of vehicle (0.2% DMSO) alone, any of the final concentrations of D4T used in solid fly food in the lifespan analysis (Fig 4D; 1 μM, 5 μM, 10 μM, or 15 μM D4T in 0.2% DMSO), or an additional high concentration of D4T (100 μM in 0.2% DMSO) significantly altered displacement by consumption by wild type flies of a liquid media solution (5% sucrose / 5% autpolyzed yeast) (one-way ANOVA; p = 0.2137) over the course of 24 hours. Fly-less assay tubes containing vehicle solution alone were used to control for evaporation. Displayed as means + SEM; *N* = 6–8 for all D4T groups. (F) CAFE assay performed as in S5E Fig demonstrates that AZT does not significantly alter feeding behavior of wild type flies (p = 0.0595) at any of the concentrations used in solid fly food in lifespan analyses (Fig 4E; 1 μM, 5 μM, 10 μM, or 15 μM AZT in 0.2% DMSO) or at an additional high concentration of AZT (100 μM in 0.2% DMSO). Displayed as means + SEM; *N* = 9–12 for all AZT groups. (G) Lifespan analysis shows that the NRTI Stavudine (D4T) partially suppresses the lifespan deficit induced by glial expression of hTDP-43 (*Repo* > hTDP-43) when supplied in solid fly food at final concentrations of either 5 μM, p = 0.0450; or 10 μM, p = 0.0186; in comparison to vehicle alone control (0 μM). (H) Lifespan analyses performed as in (D) for the NRTI Zidovudine (AZT). AZT partially suppresses the lifespan deficit exhibited by flies expressing hTDP-43 in glia (*Repo* > hTDP-43) when supplied at 5 μM (p = 0.0245) in comparison to a vehicle alone control (0 μM).
(PDF) Click here for additional data file.

S5 Fig Co-expression of IR constructs does not alter hTDP-43 expression level. (A) An equivalent analysis as described for (S5A) demonstrates that neuronal (*ELAV* > *loki*(IR)) and glial (*Repo* > *loki*(IR)) expression of an IR directed against *loki* (*loki*(IR)) effectively blocks the age-dependent elevation of *loki* transcript levels, resulting in an ~2-fold reduction at 28 days post-eclosion. A one-way ANOVA shows a significant effect of genotype (p = 0.0039). *N* = 3–4 biological replicates. (B) Co-expression of GFP(IR) with hTDP-43 under *Repo*-Gal4 (*Repo* > hTDP-43 + GFP(IR)) does not significantly alter the number of TUNEL-positive nuclei detected compared to hTDP-43 expression alone under *Repo*-Gal4 (*Repo* > hTDP-43). *N* = 8 for *Repo* > hTDP-43 and *N* = 9 for *Repo* > hTDP-43 + GFP(IR); data normalized to *Repo* > hTDP-43. (C) qPCR for hTDP-43 expression (*TARDBP*) on whole head tissue demonstrates that co-expression of each of the IR constructs with hTDP-43 under *Repo*-Gal4 (*Repo* > hTDP-43 + GFP(IR), *Repo* > hTDP-43 + *gypsy*(IR), and *Repo* > hTDP-43 + *loki*(IR), respectively) does not significantly reduce hTDP-43 expression levels compared to hTDP-43 expression alone under *Repo*-Gal4 (*Repo* > hTDP-43) Fold change is displayed as the mean fold change relative to *Repo* > hTDP-43, while *p*-value represents the *p*-value of a two-tailed Student’s t-test in comparison to *Repo* > hTDP-43. *N* = 4 for all groups.
(PDF) Click here for additional data file.

S6 Fig Turning on *white*^*+*^ expression post-developmentally rescues red eye pigmentation in *Drosophila*. **Loss of suppression of *gypsy* cannot be explained by hTDP-43- or age-dependent effects on siRNA effector molecules.** (A) Schematic representation of the experimental design. (B) Representative images demonstrating that turning off *w*(IR) expression post-developmentally rescues red pigmentation of the Fly eye. *N* = 5 for all groups. (C) qPCR of whole head tissue demonstrates that reduced expression of (C.1) *Dcr-2* and (C.2) *Ago2* cannot account for loss of suppression of *gypsy* in flies expressing glial hTDP-43 (*Repo* > hTDP-43) at either 2–4 or 8–10 days post-eclosion. Transcript levels normalized to *Actin* and displayed as fold change relative to flies carrying the hTDP-43 transgene with no Gal4 driver (hTDP-43 / +) at 2–4 Days (means + SEM). For *Dcr-2*, a two-way ANOVA reveals an effect of age (p = 0.0006) but no effect of genotype (p = 0.1081); for *Ago2*, a two-way ANOVA also reveals an effect of age (p = 0.0258) but no effect of genotype (p = 0.1591). *N* = 8 for all groups. (D) qPCR of whole head tissue demonstrates that age-dependent changes in expression of *Dcr-2* (top) and *Ago2* (bottom) cannot account for age-dependent loss of suppression of *gypsy* in flies expressing neuronal hTDP-43 (*ELAV* > hTDP-43; D.1) or genetic controls: (D.2) *ELAV* / + and (D.3) hTDP-43 / +. All data analyzed as in (S1A.1-S1A.3); one-way ANOVA shows an effect of age across almost all groups (*ELAV* > hTDP-43, *Dcr-2*, p < 0.0001, *Ago2*, p = 0.0269; *ELAV* / +, *Dcr-2*, p < 0.0001, *Ago2*, p = 0.0051; hTDP-43 / +, *Dcr-2*, p < 0.0001, *Ago2*, p = 0.3967). *N* = 8 for all groups.
(PDF) Click here for additional data file.

S7 Fig Expression of hTDP-43 results in a loss of siRNAs anti-sense to RTEs whose expression is increased. Sequencing of small-RNAs from heads detects siRNAs that are predicted to target broad range of RTEs. Among RTEs whose expression is elevated in Repo>TDP-43 (vs control), there is a selective decrease in anti-sense relative to sense stranded siRNAs. (A) scatter plots of log2Fold change in RNAseq vs log2Fold change in small-RNA seq. 3S18, mdg3 and *gypsy* exhibit elevated levels of expression in the RNAseq data (see Fig 1), and also exhibit decreased anti-sense/sense siRNA ratio. This is in contrast to Burdock, whose RNA levels are unchanged and whose siRNA anti-sense/sense ratio is unchanged. (B) Overall, there is a significant decrease in anti-sense/sense ratio for the subset of siRNAs that map to TEs whose levels are altered by Repo>hTDP-43.
(PDF) Click here for additional data file.

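The change of each transposon in RNA-seq was correlated with its change in small RNA over 119 transposons, which are not independent replicates, in 3 relations with 10000 permutations each. For sense small RNA, Pearson's r was 0.398 (permutation p = 1e-04, the smallest they can give, adjusted 3e-04) and Spearman's rho 0.328 (permutation p = 6e-04, adjusted 0.0018). For antisense small RNA, r was 0.102 (permutation p = 0.26, adjusted 0.264) and rho 0.0849 (permutation p = 0.36, adjusted 0.362). For the antisense to sense ratio, r was -0.301 (permutation p = 9e-04, adjusted 0.00135) and rho -0.242 (permutation p = 0.0095, adjusted 0.0142). Without 3S18 and HeT-A, the elements farthest from the median in RNA-seq, r was 0.276 for sense, 0.0604 for antisense and -0.201 for the ratio. The RNA-seq control was hTDP-43 / + and the small RNA control was Repo / +, so the changes on each axis have different baselines.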

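For 3S18 the log2 antisense to sense ratio changed by -3.20 (SE 0.12, adjusted p = 3.32e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its antisense level rose by 0.45 (adjusted p = 0.0425) and its sense level by 3.64 (adjusted p = 2.47e-07), from 5.41 ± 0.55 to 67.7 ± 2.7 RPM (SD, n = 3 each). For mdg3 the ratio changed by -1.64 (SE 0.22, adjusted p = 0.00186), with changes of 0.17 in antisense (adjusted p = 0.768) and 1.81 in sense level (adjusted p = 0.00115). For gypsy the ratio changed by -0.65 (SE 0.10, adjusted p = 0.00375). Its antisense level changed by -0.50 (adjusted p = 0.0249), from 28.3 ± 1.9 to 19.9 ± 1.9 RPM, and its sense level by 0.14 (adjusted p = 0.503), from 26.4 ± 2.2 to 29.1 ± 0.69 RPM (SD, n = 3 each). Burdock had a ratio change of -0.084 (SE 0.13, adjusted p = 0.654) and an RNA-seq log2 fold change of 0.020 (adjusted p = 0.891), whose sign differed between the fits that left out 1 library, from -0.050 without S06 to 0.088 without S05.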

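For the 30 transposons that the paper's S3 Table lists as altered in either direction, the mean log2 antisense to sense ratio changed by -0.55 (exact permutation test, p = 0.1). Element by element, 25 of 119 transposons with at least 10 counts on each strand had a changed ratio by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment with library as a block. Of these 17 were lower and 8 higher. Among the 22 elevated RTEs 8 were lower and 1 higher, and among the other transposons 9 were lower and 7 higher. Of the 8 elevated RTEs with a lower ratio, the sense level was higher past the threshold for 6 and the antisense level lower for 1, which was gypsy. Besides the elements of panel A they were invader4 with a ratio change of -1.73 (adjusted p = 0.000208), diver with -1.66 (adjusted p = 0.00108), flea with -1.01 (adjusted p = 0.0221), HMS-Beagle with -0.98 (adjusted p = 0.00108) and HeT-A with -0.93 (adjusted p = 0.0305). Tested strand by strand, 15 transposons had lower and 9 higher antisense levels, and 18 had higher and 12 lower sense levels. The number with a changed ratio fell to 15 without S22 and to 15 without S23, and the number of changed strand levels fell from 54 to 25 without S23.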

S1 Table Mapping statistics for RNA-seq. (XLSX) Click here for additional data file.

S2 Table A: Abundance of gene-derived transcripts in head tissue of flies expressing pan-neuronal hTDP-43 compared to controls. B: Abundance of transposon-derived transcripts in head tissue of flies expressing pan-neuronal hTDP-43 compared to controls. C:Fly orthologs of ALS KEGG gene set.
(XLSX) Click here for additional data file.

S3 Table A: Abundance of gene-derived transcripts in head tissue of flies expressing pan-glial hTDP-43 compared to controls. B: Abundance of transposon-derived transcripts in head tissue of flies expressing pan-glial hTDP-43 compared to controls.
(XLSX) Click here for additional data file.

S4 Table Expression levels (RPM) of fly TBPH and hTDP-43. (XLSX) Click here for additional data file.

S5 Table Summary statistics for small RNA seq mapping. (XLSX) Click here for additional data file.

## References

[1] SlotkinRK, MartienssenR. Transposable elements and the epigenetic regulation of the genome. Nature reviews Genetics. 2007;8(4):272–85. Epub 2007/03/17. 10.1038/nrg2072 17363976

[2] WallaceNA, BelancioVP, DeiningerPL. L1 mobile element expression causes multiple types of toxicity. Gene. 2008;419(1–2):75–81. Epub 2008/06/17. PubMed Central PMCID: PMCPmc3760205. 10.1016/j.gene.2008.04.013 18555620PMC3760205

[3] Garcia-PerezJL, MarchettoMC, MuotriAR, CoufalNG, GageFH, O'SheaKS, et al LINE-1 retrotransposition in human embryonic stem cells. Human molecular genetics. 2007;16(13):1569–77. Epub 2007/05/01. 10.1093/hmg/ddm105 17468180

[4] KazazianHHJr. Mobile DNA transposition in somatic cells. BMC biology. 2011;9:62 Epub 2011/10/01. PubMed Central PMCID: PMCPmc3182954. 10.1186/1741-7007-9-62 21958341PMC3182954

[5] BaillieJK, BarnettMW, UptonKR, GerhardtDJ, RichmondTA, De SapioF, et al Somatic retrotransposition alters the genetic landscape of the human brain. Nature. 2011;479(7374):534–7. Epub 2011/11/01. PubMed Central PMCID: PMCPmc3224101. 10.1038/nature10531 22037309PMC3224101

[6] CoufalNG, Garcia-PerezJL, PengGE, YeoGW, MuY, LovciMT, et al L1 retrotransposition in human neural progenitor cells. Nature. 2009;460(7259):1127–31. Epub 2009/08/07. PubMed Central PMCID: PMCPmc2909034. 10.1038/nature08248 19657334PMC2909034

[7] EvronyGD, CaiX, LeeE, HillsLB, ElhosaryPC, LehmannHS, et al Single-neuron sequencing analysis of L1 retrotransposition and somatic mutation in the human brain. Cell. 2012;151(3):483–96. Epub 2012/10/30. PubMed Central PMCID: PMCPmc3567441. 10.1016/j.cell.2012.09.035 23101622PMC3567441

[8] EvronyGD, LeeE, MehtaBK, BenjaminiY, JohnsonRM, CaiX, et al Cell lineage analysis in human brain using endogenous retroelements. Neuron. 2015;85(1):49–59. Epub 2015/01/09. PubMed Central PMCID: PMCPmc4299461. 10.1016/j.neuron.2014.12.028 25569347PMC4299461

[9] MuotriAR, ChuVT, MarchettoMC, DengW, MoranJV, GageFH. Somatic mosaicism in neuronal precursor cells mediated by L1 retrotransposition. Nature. 2005;435(7044):903–10. Epub 2005/06/17. 10.1038/nature03663 15959507

[10] MuotriAR, ZhaoC, MarchettoMC, GageFH. Environmental influence on L1 retrotransposons in the adult hippocampus. Hippocampus. 2009;19(10):1002–7. Epub 2009/09/23. PubMed Central PMCID: PMCPmc2758700. 10.1002/hipo.20564 19771587PMC2758700

[11] PerratPN, DasGuptaS, WangJ, TheurkaufW, WengZ, RosbashM, et al Transposition-driven genomic heterogeneity in the Drosophila brain. Science (New York, NY). 2013;340(6128):91–5. Epub 2013/04/06. PubMed Central PMCID: PMCPmc3887341.10.1126/science.1231965PMC388734123559253

[12] UptonKR, GerhardtDJ, JesuadianJS, RichardsonSR, Sanchez-LuqueFJ, BodeaGO, et al Ubiquitous L1 mosaicism in hippocampal neurons. Cell. 2015;161(2):228–39. Epub 2015/04/11. 25860606; PubMed Central PMCID: PMCPmc4398972. 10.1016/j.cell.2015.03.026 25860606PMC4398972

[13] De CeccoM, CriscioneSW, PetersonAL, NerettiN, SedivyJM, KreilingJA. Transposable elements become active and mobile in the genomes of aging mammalian somatic tissues. Aging. 2013;5(12):867–83. Epub 2013/12/11. PubMed Central PMCID: PMCPmc3883704. 10.18632/aging.100621 24323947PMC3883704

[14] MaxwellPH, BurhansWC, CurcioMJ. Retrotransposition is associated with genome instability during chronological aging. Proceedings of the National Academy of Sciences of the United States of America. 2011;108(51):20376–81. Epub 2011/10/25. PubMed Central PMCID: PMCPmc3251071. 10.1073/pnas.1100271108 22021441PMC3251071

[15] PattersonMN, ScannapiecoAE, AuPH, DorseyS, RoyerCA, MaxwellPH. Preferential retrotransposition in aging yeast mother cells is correlated with increased genome instability. DNA repair. 2015;34:18–27. Epub 2015/08/25. 10.1016/j.dnarep.2015.07.004 26298836PMC4592464

[16] SavvaYA, JepsonJE, ChangYJ, WhitakerR, JonesBC, St LaurentG, et al RNA editing regulates transposon-mediated heterochromatic gene silencing. Nature communications. 2013;4:2745 Epub 2013/11/10. PubMed Central PMCID: PMCPmc3992701. 10.1038/ncomms3745 24201902PMC3992701

[17] WoodJG, HillenmeyerS, LawrenceC, ChangC, HosierS, LightfootW, et al Chromatin remodeling in the aging genome of Drosophila. Aging cell. 2010;9(6):971–8. Epub 2010/10/22. PubMed Central PMCID: PMCPmc2980570. 10.1111/j.1474-9726.2010.00624.x 20961390PMC2980570

[18] WoodJG, HelfandSL. Chromatin structure and transposable elements in organismal aging. Frontiers in genetics. 2013;4:274 Epub 2013/12/24. PubMed Central PMCID: PMCPmc3849598. 10.3389/fgene.2013.00274 24363663PMC3849598

[19] JonesBC, WoodJG, ChangC, TamAD, FranklinMJ, SiegelER, et al A somatic piRNA pathway in the Drosophila fat body ensures metabolic homeostasis and normal lifespan. Nature communications. 2016;7:13856 PubMed Central PMCID: PMCPMC5187580. 10.1038/ncomms13856 28000665PMC5187580

[20] WoodJG, JonesBC, JiangN, ChangC, HosierS, WickremesingheP, et al Chromatin-modifying genetic interventions suppress age-associated transposable element activation and extend life span in Drosophila. Proceedings of the National Academy of Sciences of the United States of America. 2016;113(40):11277–82. PubMed Central PMCID: PMCPMC5056045. 10.1073/pnas.1604621113 27621458PMC5056045

[21] LiW, PrazakL, ChatterjeeN, GruningerS, KrugL, TheodorouD, et al Activation of transposable elements during aging and neuronal decline in Drosophila. Nature neuroscience. 2013;16(5):529–31. Epub 2013/04/09. PubMed Central PMCID: PMCPmc3821974. 10.1038/nn.3368 23563579PMC3821974

[22] KuoPH, DoudevaLG, WangYT, ShenCK, YuanHS. Structural insights into TDP-43 in nucleic-acid binding and domain interactions. Nucleic acids research. 2009;37(6):1799–808. Epub 2009/01/29. PubMed Central PMCID: PMCPmc2665213. 10.1093/nar/gkp013 19174564PMC2665213

[23] OuSH, WuF, HarrichD, Garcia-MartinezLF, GaynorRB. Cloning and characterization of a novel cellular protein, TDP-43, that binds to human immunodeficiency virus type 1 TAR DNA sequence motifs. Journal of virology. 1995;69(6):3584–96. Epub 1995/06/01. PubMed Central PMCID: PMCPmc189073. 774570610.1128/jvi.69.6.3584-3596.1995PMC189073

[24] AraiT, HasegawaM, AkiyamaH, IkedaK, NonakaT, MoriH, et al TDP-43 is a component of ubiquitin-positive tau-negative inclusions in frontotemporal lobar degeneration and amyotrophic lateral sclerosis. Biochemical and biophysical research communications. 2006;351(3):602–11. Epub 2006/11/07. 10.1016/j.bbrc.2006.10.093 17084815

[25] NeumannM. Molecular neuropathology of TDP-43 proteinopathies. International journal of molecular sciences. 2009;10(1):232–46. Epub 2009/04/01. PubMed Central PMCID: PMCPmc2662455. 10.3390/ijms10010232 19333444PMC2662455

[26] WangIF, WuLS, ShenCK. TDP-43: an emerging new player in neurodegenerative diseases. Trends Mol Med. 2008;14(11):479–85. Epub 2008/10/22. 10.1016/j.molmed.2008.09.001 18929508

[27] Vanden BroeckL, CallaertsP, DermautB. TDP-43-mediated neurodegeneration: towards a loss-of-function hypothesis? Trends Mol Med. 2014;20(2):66–71. 10.1016/j.molmed.2013.11.003 24355761

[28] LingSC, PolymenidouM, ClevelandDW. Converging mechanisms in ALS and FTD: disrupted RNA and protein homeostasis. Neuron. 2013;79(3):416–38. Epub 2013/08/13. PubMed Central PMCID: PMCPmc4411085. 10.1016/j.neuron.2013.07.033 23931993PMC4411085

[29] Chen-PlotkinAS, LeeVM, TrojanowskiJQ. TAR DNA-binding protein 43 in neurodegenerative disease. Nature reviews Neurology. 2010;6(4):211–20. Epub 2010/03/18. PubMed Central PMCID: PMCPmc2892118. 10.1038/nrneurol.2010.18 20234357PMC2892118

[30] SaberiS, StaufferJE, SchulteDJ, RavitsJ. Neuropathology of Amyotrophic Lateral Sclerosis and Its Variants. Neurol Clin. 2015;33(4):855–76. PubMed Central PMCID: PMCPMC4628785. 10.1016/j.ncl.2015.07.012 26515626PMC4628785

[31] MolliexA, TemirovJ, LeeJ, CoughlinM, KanagarajAP, KimHJ, et al Phase separation by low complexity domains promotes stress granule assembly and drives pathological fibrillization. Cell. 2015;163(1):123–33. 10.1016/j.cell.2015.09.015 26406374PMC5149108

[32] LinY, ProtterDS, RosenMK, ParkerR. Formation and Maturation of Phase-Separated Liquid Droplets by RNA-Binding Proteins. Molecular cell. 2015;60(2):208–19. dPubMed Central PMCID: PMCPMC4609299. 10.1016/j.molcel.2015.08.018 26412307PMC4609299

[33] XiangS, KatoM, WuLC, LinY, DingM, ZhangY, et al The LC Domain of hnRNPA2 Adopts Similar Conformations in Hydrogel Polymers, Liquid-like Droplets, and Nuclei. Cell. 2015;163(4):829–39. PubMed Central PMCID: PMCPMC4879888. 10.1016/j.cell.2015.10.040 26544936PMC4879888

[34] Liu-YesucevitzL, BilgutayA, ZhangYJ, VanderweydeT, CitroA, MehtaT, et al Tar DNA binding protein-43 (TDP-43) associates with stress granules: analysis of cultured cells and pathological brain tissue. PloS one. 2010;5(10):e13250 Epub 2010/10/16. PubMed Central PMCID: PMCPmc2952586. 10.1371/journal.pone.0013250 20948999PMC2952586

[35] BudiniM, BurattiE. TDP-43 autoregulation: implications for disease. Journal of molecular neuroscience: MN. 2011;45(3):473–9. 10.1007/s12031-011-9573-8 21681666

[36] KoyamaA, SugaiA, KatoT, IshiharaT, ShigaA, ToyoshimaY, et al Increased cytoplasmic TARDBP mRNA in affected spinal motor neurons in ALS caused by abnormal autoregulation of TDP-43. Nucleic acids research. 2016;44(12):5820–36. PMCPMC4937342. 10.1093/nar/gkw499 27257061PMC4937342

[37] CiryamP, KundraR, MorimotoRI, DobsonCM, VendruscoloM. Supersaturation is a major driving force for protein aggregation in neurodegenerative diseases. Trends Pharmacol Sci. 2015;36(2):72–7. PubMed Central PMCID: PMCPMC4643722. 10.1016/j.tips.2014.12.004 25636813PMC4643722

[38] CasciI, PandeyUB. A fruitful endeavor: modeling ALS in the fruit fly. Brain research. 2015;1607:47–74. Epub 2014/10/08. PubMed Central PMCID: PMCPmc4385417. 10.1016/j.brainres.2014.09.064 25289585PMC4385417

[39] GendronTF, PetrucelliL. Rodent models of TDP-43 proteinopathy: investigating the mechanisms of TDP-43-mediated neurodegeneration. Journal of molecular neuroscience: MN. 2011;45(3):486–99. Epub 2011/08/04. PubMed Central PMCID: PMCPmc3207125. 10.1007/s12031-011-9610-7 21811811PMC3207125

[40] JanssensJ, Van BroeckhovenC. Pathological mechanisms underlying TDP-43 driven neurodegeneration in FTLD-ALS spectrum disorders. Human molecular genetics. 2013;22(R1):R77–87. Epub 2013/08/01. PubMed Central PMCID: PMCPmc3782069. 10.1093/hmg/ddt349 23900071PMC3782069

[41] CusterSK, NeumannM, LuH, WrightAC, TaylorJP. Transgenic mice expressing mutant forms VCP/p97 recapitulate the full spectrum of IBMPFD including degeneration in muscle, brain and bone. Human molecular genetics. 2010;19(9):1741–55. Epub 2010/02/12. 10.1093/hmg/ddq050 20147319

[42] RitsonGP, CusterSK, FreibaumBD, GuintoJB, GeffelD, MooreJ, et al TDP-43 mediates degeneration in a novel Drosophila model of disease caused by mutations in VCP/p97. J Neurosci. 2010;30(22):7729–39. PubMed Central PMCID: PMCPMC2890254. 10.1523/JNEUROSCI.5894-09.2010 20519548PMC2890254

[43] LansonNAJr., MaltareA, KingH, SmithR, KimJH, TaylorJP, et al A Drosophila model of FUS-related neurodegeneration reveals genetic interaction between FUS and TDP-43. Human molecular genetics. 2011;20(13):2510–23. Epub 2011/04/14. PubMed Central PMCID: PMCPmc4288133. 10.1093/hmg/ddr150 21487023PMC4288133

[44] HeF, KransA, FreibaumBD, TaylorJP, ToddPK. TDP-43 suppresses CGG repeat-induced neurotoxicity through interactions with HnRNP A2/B1. Human molecular genetics. 2014;23(19):5036–51. Epub 2014/06/13. PubMed Central PMCID: PMCPmc4159148. 10.1093/hmg/ddu216 24920338PMC4159148

[45] KawaharaY, Mieda-SatoA. TDP-43 promotes microRNA biogenesis as a component of the Drosha and Dicer complexes. Proceedings of the National Academy of Sciences of the United States of America. 2012;109(9):3347–52. Epub 2012/02/11. PubMed Central PMCID: PMCPmc3295278. 10.1073/pnas.1112427109 22323604PMC3295278

[46] LingJP, PletnikovaO, TroncosoJC, WongPC. TDP-43 repression of nonconserved cryptic exons is compromised in ALS-FTD. Science (New York, NY). 2015;349(6248):650–5. Epub 2015/08/08.10.1126/science.aab0983PMC482581026250685

[47] EmdeA, EitanC, LiouLL, LibbyRT, RivkinN, MagenI, et al Dysregulated miRNA biogenesis downstream of cellular stress and ALS-causing mutations: a new mechanism for ALS. The EMBO journal. 2015;34(21):2633–51. Epub 2015/09/04. PubMed Central PMCID: PMCPmc4641530. 10.15252/embj.201490493 26330466PMC4641530

[48] EvronyGD, LeeE, ParkPJ, WalshCA. Resolving rates of mutation in the brain using single-neuron genomics. Elife. 2016;5. PMCPMC4805530.10.7554/eLife.12966PMC480553026901440

[49] RichardsonSR, MorellS, FaulknerGJ. L1 retrotransposons and somatic mosaicism in the brain. Annu Rev Genet. 2014;48:1–27. 10.1146/annurev-genet-120213-092412 25036377

[50] DouvilleR, LiuJ, RothsteinJ, NathA. Identification of active loci of a human endogenous retrovirus in neurons of patients with amyotrophic lateral sclerosis. Annals of neurology. 2011;69(1):141–51. Epub 2011/02/01. PubMed Central PMCID: PMCPmc3052883. 10.1002/ana.22149 21280084PMC3052883

[51] GreenwoodAD, VincendeauM, SchmadickeAC, MontagJ, SeifarthW, MotzkusD. Bovine spongiform encephalopathy infection alters endogenous retrovirus expression in distinct brain regions of cynomolgus macaques (Macaca fascicularis). Molecular neurodegeneration. 2011;6(1):44 Epub 2011/06/28. PubMed Central PMCID: PMCPmc3152937. 10.1186/1750-1326-6-44 21699683PMC3152937

[52] KanekoH, DridiS, TaralloV, GelfandBD, FowlerBJ, ChoWG, et al DICER1 deficit induces Alu RNA toxicity in age-related macular degeneration. Nature. 2011;471(7338):325–30. Epub 2011/02/08. PubMed Central PMCID: PMCPmc3077055. 10.1038/nature09830 21297615PMC3077055

[53] LatheR, HarrisA. Differential display detects host nucleic acid motifs altered in scrapie-infected brain. Journal of molecular biology. 2009;392(3):813–22. Epub 2009/07/28. 10.1016/j.jmb.2009.07.045 19631225

[54] LiW, JinY, PrazakL, HammellM, DubnauJ. Transposable elements in TDP-43-mediated neurodegenerative disorders. PloS one. 2012;7(9):e44099 Epub 2012/09/08. PubMed Central PMCID: PMCPmc3434193. 10.1371/journal.pone.0044099 22957047PMC3434193

[55] LiW, LeeMH, HendersonL, TyagiR, BachaniM, SteinerJ, et al Human endogenous retrovirus-K contributes to motor neuron disease. Sci Transl Med. 2015;7(307):307ra153.10.1126/scitranslmed.aac8201PMC634435326424568

[56] MuotriAR, MarchettoMC, CoufalNG, OefnerR, YeoG, NakashimaK, et al L1 retrotransposition in neurons is modulated by MeCP2. Nature. 2010;468(7322):443–6. Epub 2010/11/19. PubMed Central PMCID: PMCPmc3059197. 10.1038/nature09544 21085180PMC3059197

[57] TanH, QurashiA, PoidevinM, NelsonDL, LiH, JinP. Retrotransposon activation contributes to fragile X premutation rCGG-mediated neurodegeneration. Human molecular genetics. 2012;21(1):57–65. Epub 2011/09/24. PubMed Central PMCID: PMCPmc3235010. 10.1093/hmg/ddr437 21940752PMC3235010

[58] AlfahadT, NathA. Retroviruses and amyotrophic lateral sclerosis. Antiviral Res. 2013;99(2):180–7. PubMed Central PMCID: PMCPMC3723705. 10.1016/j.antiviral.2013.05.006 23707220PMC3723705

[59] MacGowanDJ, ScelsaSN, ImperatoTE, LiuKN, BaronP, PolskyB. A controlled study of reverse transcriptase in serum and CSF of HIV-negative patients with ALS. Neurology. 2007;68(22):1944–6. Epub 2007/05/31. 10.1212/01.wnl.0000263188.77797.99 17536052

[60] McCormickAL, BrownRHJr., CudkowiczME, Al-ChalabiA, GarsonJA. Quantification of reverse transcriptase in ALS and elimination of a novel retroviral candidate. Neurology. 2008;70(4):278–83. 10.1212/01.wnl.0000297552.13219.b4 18209202

[61] SteeleAJ, Al-ChalabiA, FerranteK, CudkowiczME, BrownRHJr., GarsonJA. Detection of serum reverse transcriptase activity in patients with ALS and unaffected blood relatives. Neurology. 2005;64(3):454–8. 10.1212/01.WNL.0000150899.76130.71 15699374

[62] CrichtonJH, DunicanDS, MaclennanM, MeehanRR, AdamsIR. Defending the genome from the enemy within: mechanisms of retrotransposon suppression in the mouse germline. Cellular and molecular life sciences: CMLS. 2014;71(9):1581–605. Epub 2013/09/21. PubMed Central PMCID: PMCPmc3983883. 10.1007/s00018-013-1468-0 24045705PMC3983883

[63] MaloneCD, HannonGJ. Small RNAs as guardians of the genome. Cell. 2009;136(4):656–68. Epub 2009/02/26. PubMed Central PMCID: PMCPmc2792755. 10.1016/j.cell.2009.01.045 19239887PMC2792755

[64] O'DonnellKA, BoekeJD. Mighty Piwis defend the germline against genome intruders. Cell. 2007;129(1):37–44. Epub 2007/04/10. PubMed Central PMCID: PMCPmc4122227. 10.1016/j.cell.2007.03.028 17418784PMC4122227

[65] KabashiE, LinL, TradewellML, DionPA, BercierV, BourgouinP, et al Gain and loss of function of ALS-related mutations of TARDBP (TDP-43) cause motor deficits in vivo. Human molecular genetics. 2010;19(4):671–83. 10.1093/hmg/ddp534 19959528

[66] AshPE, ZhangYJ, RobertsCM, SaldiT, HutterH, BurattiE, et al Neurotoxic effects of TDP-43 overexpression in *C. elegans*. Human molecular genetics. 2010;19(16):3206–18. PubMed Central PMCID: PMCPMC2908471. 10.1093/hmg/ddq230 20530643PMC2908471

[67] RomanoM, FeiguinF, BurattiE. Drosophila Answers to TDP-43 Proteinopathies. J Amino Acids. 2012;2012:356081 PubMed Central PMCID: PMCPMC3337594. 10.1155/2012/356081 22577517PMC3337594

[68] MiguelL, FrebourgT, CampionD, LecourtoisM. Both cytoplasmic and nuclear accumulations of the protein are neurotoxic in Drosophila models of TDP-43 proteinopathies. Neurobiology of disease. 2011;41(2):398–406. Epub 2010/10/19. 10.1016/j.nbd.2010.10.007 20951205

[69] Haidet-PhillipsAM, HesterME, MirandaCJ, MeyerK, BraunL, FrakesA, et al Astrocytes from familial and sporadic ALS patients are toxic to motor neurons. Nature biotechnology. 2011;29(9):824–8. Epub 2011/08/13. PubMed Central PMCID: PMCPmc3170425. 10.1038/nbt.1957 21832997PMC3170425

[70] MeyerK, FerraiuoloL, MirandaCJ, LikhiteS, McElroyS, RenuschS, et al Direct conversion of patient fibroblasts demonstrates non-cell autonomous toxicity of astrocytes to motor neurons in familial and sporadic ALS. Proceedings of the National Academy of Sciences of the United States of America. 2014;111(2):829–32. Epub 2014/01/01. PubMed Central PMCID: PMCPmc3896192. 10.1073/pnas.1314085111 24379375PMC3896192

[71] ChenH, QianK, ChenW, HuB, BlackbournLWt, DuZ, et al Human-derived neural progenitors functionally replace astrocytes in adult mice. The Journal of clinical investigation. 2015;125(3):1033–42. Epub 2015/02/03. PubMed Central PMCID: PMCPmc4362241. 10.1172/JCI69097 25642771PMC4362241

[72] TongJ, HuangC, BiF, WuQ, HuangB, LiuX, et al Expression of ALS-linked TDP-43 mutant in astrocytes causes non-cell-autonomous motor neuron death in rats. The EMBO journal. 2013;32(13):1917–26. Epub 2013/05/30. PubMed Central PMCID: PMCPmc3981181. 10.1038/emboj.2013.122 23714777PMC3981181

[73] DiaperDC, AdachiY, LazarouL, GreensteinM, SimoesFA, Di DomenicoA, et al Drosophila TDP-43 dysfunction in glia and muscle cells cause cytological and behavioural phenotypes that characterize ALS and FTLD. Human molecular genetics. 2013;22(19):3883–93. Epub 2013/06/04. PubMed Central PMCID: PMCPmc3766182. 10.1093/hmg/ddt243 23727833PMC3766182

[74] EstesPS, DanielSG, McCallumAP, BoehringerAV, SukhinaAS, ZwickRA, et al Motor neurons and glia exhibit specific individualized responses to TDP-43 expression in a Drosophila model of amyotrophic lateral sclerosis. Disease models & mechanisms. 2013;6(3):721–33. Epub 2013/03/09. PubMed Central PMCID: PMCPmc3634655.2347191110.1242/dmm.010710PMC3634655

[75] RomanoG, AppocherC, ScorzetoM, KlimaR, BaralleFE, MegighianA, et al Glial TDP-43 regulates axon wrapping, GluRIIA clustering and fly motility by autonomous and non-autonomous mechanisms. Human molecular genetics. 2015. Epub 2015/08/16.10.1093/hmg/ddv330PMC459967226276811

[76] JinY, TamOH, PaniaguaE, HammellM. TEtranscripts: a package for including transposable elements in differential expression analysis of RNA-seq datasets. Bioinformatics. 2015;31(22):3593–9. PubMed Central PMCID: PMCPMC4757950. 10.1093/bioinformatics/btv422 26206304PMC4757950

[77] PrudencioM, BelzilVV, BatraR, RossCA, GendronTF, PregentLJ, et al Distinct brain transcriptome profiles in C9orf72-associated and sporadic ALS. Nature neuroscience. 2015;18(8):1175–82. PubMed Central PMCID: PMCPMC4830686. 10.1038/nn.4065 26192745PMC4830686

[78] SongSU, GerasimovaT, KurkulosM, BoekeJD, CorcesVG. An env-like protein encoded by a Drosophila retroelement: evidence that *gypsy* is an infectious retrovirus. Genes & development. 1994;8(17):2046–57. Epub 1994/09/01.795887710.1101/gad.8.17.2046

[79] EstesPS, BoehringerA, ZwickR, TangJE, GrigsbyB, ZarnescuDC. Wild-type and A315T mutant TDP-43 exert differential neurotoxicity in a Drosophila model of ALS. Human molecular genetics. 2011;20(12):2308–21. PubMed Central PMCID: PMCPMC3098735. 10.1093/hmg/ddr124 21441568PMC3098735

[80] HansonKA, KimSH, WassarmanDA, TibbettsRS. Ubiquilin modifies TDP-43 toxicity in a Drosophila model of amyotrophic lateral sclerosis (ALS). J Biol Chem. 2010;285(15):11068–72. PubMed Central PMCID: PMCPMC2856981. 10.1074/jbc.C109.078527 20154090PMC2856981

[81] LiY, RayP, RaoEJ, ShiC, GuoW, ChenX, et al A Drosophila model for TDP-43 proteinopathy. Proceedings of the National Academy of Sciences of the United States of America. 2010;107(7):3169–74. PubMed Central PMCID: PMCPMC2840283. 10.1073/pnas.0913602107 20133767PMC2840283

[82] CoyneAN, YamadaSB, SiddegowdaBB, EstesPS, ZaepfelBL, JohannesmeyerJS, et al Fragile X protein mitigates TDP-43 toxicity by remodeling RNA granules and restoring translation. Human molecular genetics. 2015;24(24):6886–98. Epub 2015/09/20. 10.1093/hmg/ddv389 26385636PMC5007633

[83] ChenY, PaneA, SchupbachT. Cutoff and aubergine mutations result in retrotransposon upregulation and checkpoint activation in Drosophila. Current biology: CB. 2007;17(7):637–42. Epub 2007/03/17. PubMed Central PMCID: PMCPmc1905832. 10.1016/j.cub.2007.02.027 17363252PMC1905832

[84] KlattenhoffC, BratuDP, McGinnis-SchultzN, KoppetschBS, CookHA, TheurkaufWE. Drosophila rasiRNA pathway mutations disrupt embryonic axis specification through activation of an ATR/Chk2 DNA damage response. Developmental cell. 2007;12(1):45–55. Epub 2007/01/03. 10.1016/j.devcel.2006.12.001 17199040

[85] BrodskyMH, WeinertBT, TsangG, RongYS, McGinnisNM, GolicKG, et al Drosophila melanogaster MNK/Chk2 and p53 regulate multiple DNA repair and apoptotic pathways following DNA damage. Molecular and cellular biology. 2004;24(3):1219–31. Epub 2004/01/20. PubMed Central PMCID: PMCPmc321428. 10.1128/MCB.24.3.1219-1231.2004 14729967PMC321428

[86] BelgnaouiSM, GosdenRG, SemmesOJ, HaoudiA. Human LINE-1 retrotransposon induces DNA damage and apoptosis in cancer cells. Cancer cell international. 2006;6:13 Epub 2006/05/04. PubMed Central PMCID: PMCPmc1464142. 10.1186/1475-2867-6-13 16670018PMC1464142

[87] AravinAA, HannonGJ. Small RNA silencing pathways in germ and stem cells. Cold Spring Harbor symposia on quantitative biology. 2008;73:283–90. Epub 2009/03/10. 10.1101/sqb.2008.73.058 19270082

[88] GhildiyalM, ZamorePD. Small silencing RNAs: an expanding universe. Nature reviews Genetics. 2009;10(2):94–108. Epub 2009/01/17. PubMed Central PMCID: PMCPmc2724769. 10.1038/nrg2504 19148191PMC2724769

[89] SaitoK, SiomiMC. Small RNA-mediated quiescence of transposable elements in animals. Developmental cell. 2010;19(5):687–97. Epub 2010/11/16. 10.1016/j.devcel.2010.10.011 21074719

[90] LeeYS, NakaharaK, PhamJW, KimK, HeZ, SontheimerEJ, et al Distinct roles for Drosophila Dicer-1 and Dicer-2 in the siRNA/miRNA silencing pathways. Cell. 2004;117(1):69–81. Epub 2004/04/07. 1506628310.1016/s0092-8674(04)00261-2

[91] CzechB, MaloneCD, ZhouR, StarkA, SchlingeheydeC, DusM, et al An endogenous small interfering RNA pathway in Drosophila. Nature. 2008;453(7196):798–802. Epub 2008/05/09. PubMed Central PMCID: PMCPmc2895258. 10.1038/nature07007 18463631PMC2895258

[92] ZhouR, HottaI, DenliAM, HongP, PerrimonN, HannonGJ. Comparative analysis of argonaute-dependent small RNA pathways in Drosophila. Molecular cell. 2008;32(4):592–9. Epub 2008/11/26. PubMed Central PMCID: PMCPmc2615197. 10.1016/j.molcel.2008.10.018 19026789PMC2615197

[93] VaginVV, SigovaA, LiC, SeitzH, GvozdevV, ZamorePD. A distinct small RNA pathway silences selfish genetic elements in the germline. Science (New York, NY). 2006;313(5785):320–4. Epub 2006/07/01.10.1126/science.112933316809489

[94] LippmanZ, MayB, YordanC, SingerT, MartienssenR. Distinct mechanisms determine transposon inheritance and methylation via small interfering RNA and histone modification. PLoS biology. 2003;1(3):E67 Epub 2003/12/24. PubMed Central PMCID: PMCPmc300680. 10.1371/journal.pbio.0000067 14691539PMC300680

[95] SijenT, PlasterkRH. Transposon silencing in the Caenorhabditis elegans germ line by natural RNAi. Nature. 2003;426(6964):310–4. Epub 2003/11/25. 10.1038/nature02107 14628056

[96] YangN, KazazianHHJr. L1 retrotransposition is suppressed by endogenously encoded small interfering RNAs in human cultured cells. Nature structural & molecular biology. 2006;13(9):763–71. Epub 2006/08/29.10.1038/nsmb114116936727

[97] SvobodaP, SteinP, AngerM, BernsteinE, HannonGJ, SchultzRM. RNAi and expression of retrotransposons MuERV-L and IAP in preimplantation mouse embryos. Developmental biology. 2004;269(1):276–85. Epub 2004/04/15. 10.1016/j.ydbio.2004.01.028 15081373

[98] XieW, DonohueRC, BirchlerJA. Quantitatively increased somatic transposition of transposable elements in Drosophila strains compromised for RNAi. PloS one. 2013;8(8):e72163 Epub 2013/08/14. PubMed Central PMCID: PMCPmc3733903. 10.1371/journal.pone.0072163 23940807PMC3733903

[99] PopovaLM, SakharovaAV. [Virus-like inclusions in the cells of the central nervous system in amyotrophic lateral sclerosis]. Arkhiv patologii. 1982;44(10):28–33. Epub 1982/01/01. 7181705

[100] SaldiTK, AshPE, WilsonG, GonzalesP, Garrido-LeccaA, RobertsCM, et al TDP-1, the Caenorhabditis elegans ortholog of TDP-43, limits the accumulation of double-stranded RNA. The EMBO journal. 2014;33(24):2947–66. Epub 2014/11/14. PubMed Central PMCID: PMCPmc4282642. 10.15252/embj.201488740 25391662PMC4282642

[101] FreibaumBD, ChittaRK, HighAA, TaylorJP. Global analysis of TDP-43 interacting proteins reveals strong association with RNA splicing and translation machinery. Journal of proteome research. 2010;9(2):1104–20. Epub 2009/12/22. PubMed Central PMCID: PMCPmc2897173. 10.1021/pr901076y 20020773PMC2897173

[102] PetersL, MeisterG. Argonaute proteins: mediators of RNA silencing. Molecular cell. 2007;26(5):611–23. Epub 2007/06/15. 10.1016/j.molcel.2007.05.001 17560368

[103] RobbGB, RanaTM. RNA helicase A interacts with RISC in human cells and functions in RISC loading. Molecular cell. 2007;26(4):523–37. Epub 2007/05/29. 10.1016/j.molcel.2007.04.016 17531811

[104] PareJM, TahbazN, Lopez-OrozcoJ, LaPointeP, LaskoP, HobmanTC. Hsp90 regulates the function of argonaute 2 and its recruitment to stress granules and P-bodies. Molecular biology of the cell. 2009;20(14):3273–84. Epub 2009/05/22. PubMed Central PMCID: PMCPmc2710822. 10.1091/mbc.E09-01-0082 19458189PMC2710822

[105] KimVN, HanJ, SiomiMC. Biogenesis of small RNAs in animals. Nature reviews Molecular cell biology. 2009;10(2):126–39. Epub 2009/01/24. 10.1038/nrm2632 19165215

[106] DewannieuxM, EsnaultC, HeidmannT. LINE-mediated retrotransposition of marked Alu sequences. Nature genetics. 2003;35(1):41–8. Epub 2003/08/05. 10.1038/ng1223 12897783

[107] TullyT, PreatT, BoyntonSC, Del VecchioM. Genetic dissection of consolidated memory in Drosophila. Cell. 1994;79(1):35–47. Epub 1994/10/07. 792337510.1016/0092-8674(94)90398-0

[108] QinH, CressyM, LiW, CoravosJS, IzziSA, DubnauJ. Gamma neurons mediate dopaminergic input during aversive olfactory memory formation in Drosophila. Current biology: CB. 2012;22(7):608–14. Epub 2012/03/20. PubMed Central PMCID: PMCPmc3326180. 10.1016/j.cub.2012.02.014 22425153PMC3326180

[109] DietzlG, ChenD, SchnorrerF, SuKC, BarinovaY, FellnerM, et al A genome-wide transgenic RNAi library for conditional gene inactivation in Drosophila. Nature. 2007;448(7150):151–6. Epub 2007/07/13. 10.1038/nature05954 17625558

[110] RozhkovNV. Global Run-On Sequencing (GRO-seq) Library Preparation from Drosophila Ovaries. Methods Mol Biol. 2015;1328:217–30. 10.1007/978-1-4939-2851-4_16 26324441

[111] DobinA, DavisCA, SchlesingerF, DrenkowJ, ZaleskiC, JhaS, et al STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29(1):15–21. PubMed Central PMCID: PMCPMC3530905. 10.1093/bioinformatics/bts635 23104886PMC3530905

[112] LangmeadB, TrapnellC, PopM, SalzbergSL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 2009;10(3):R25 PubMed Central PMCID: PMCPMC2690996. 10.1186/gb-2009-10-3-r25 19261174PMC2690996

[113] AndersS, HuberW. Differential expression analysis for sequence count data. Genome Biol. 2010;11(10):R106 PubMed Central PMCID: PMCPMC3218662. 10.1186/gb-2010-11-10-r106 20979621PMC3218662

[114] HuY, FlockhartI, VinayagamA, BergwitzC, BergerB, PerrimonN, et al An integrative approach to ortholog prediction for disease-focused and other functional studies. BMC Bioinformatics. 2011;12:357 PubMed Central PMCID: PMCPMC3179972. 10.1186/1471-2105-12-357 21880147PMC3179972

[115] JaWW, CarvalhoGB, MakEM, de la RosaNN, FangAY, LiongJC, et al Prandiology of Drosophila and the CAFE assay. Proceedings of the National Academy of Sciences of the United States of America. 2007;104(20):8253–6. Epub 2007/05/15. PubMed Central PMCID: PMCPmc1899109. 10.1073/pnas.0702726104 17494737PMC1899109

[116] BenzerS. BEHAVIORAL MUTANTS OF Drosophila ISOLATED BY COUNTERCURRENT DISTRIBUTION. Proceedings of the National Academy of Sciences of the United States of America. 1967;58(3):1112–9. Epub 1967/09/01. PubMed Central PMCID: PMCPmc335755. 1657866210.1073/pnas.58.3.1112PMC335755

[117] ChenG, LiW, ZhangQS, RegulskiM, SinhaN, BarditchJ, et al Identification of synaptic targets of Drosophila pumilio. PLoS computational biology. 2008;4(2):e1000026 Epub 2008/05/09. PubMed Central PMCID: PMCPmc2265480. 10.1371/journal.pcbi.1000026 18463699PMC2265480

[118] McCloyRA, RogersS, CaldonCE, LorcaT, CastroA, BurgessA. Partial inhibition of Cdk1 in G 2 phase overrides the SAC and decouples mitotic events. Cell cycle (Georgetown, Tex). 2014;13(9):1400–12. Epub 2014/03/15. PubMed Central PMCID: PMCPmc4050138.10.4161/cc.28401PMC405013824626186

[119] Sahoo PKSS, and WongAKC. A Survey of Thresholding Techniques. Computer Vision, Graphics, and Image Processing. 1988;41:233–60.

# Supplementary material for: Retrotransposon activation contributes to neurodegeneration in a Drosophila TDP-43 model of ALS
**Source:** PLoS Genet. 2017 Mar 16;13(3):e1006635. doi: 10.1371/journal.pgen.1006635

| Repo         | KEGG ALS | Other | Row total |
|--------------|----------|-------|-----------|
| DE           | 9        | 1585  | 1594      |
| Non-DE       | 13       | 6069  | 6082      |
| Column total | 22       | 7654  | 7676      |

Fisher's exact test  
p-value < 0.0312

# AMYOTROPHIC LATERAL SCLEROSIS (ALS)

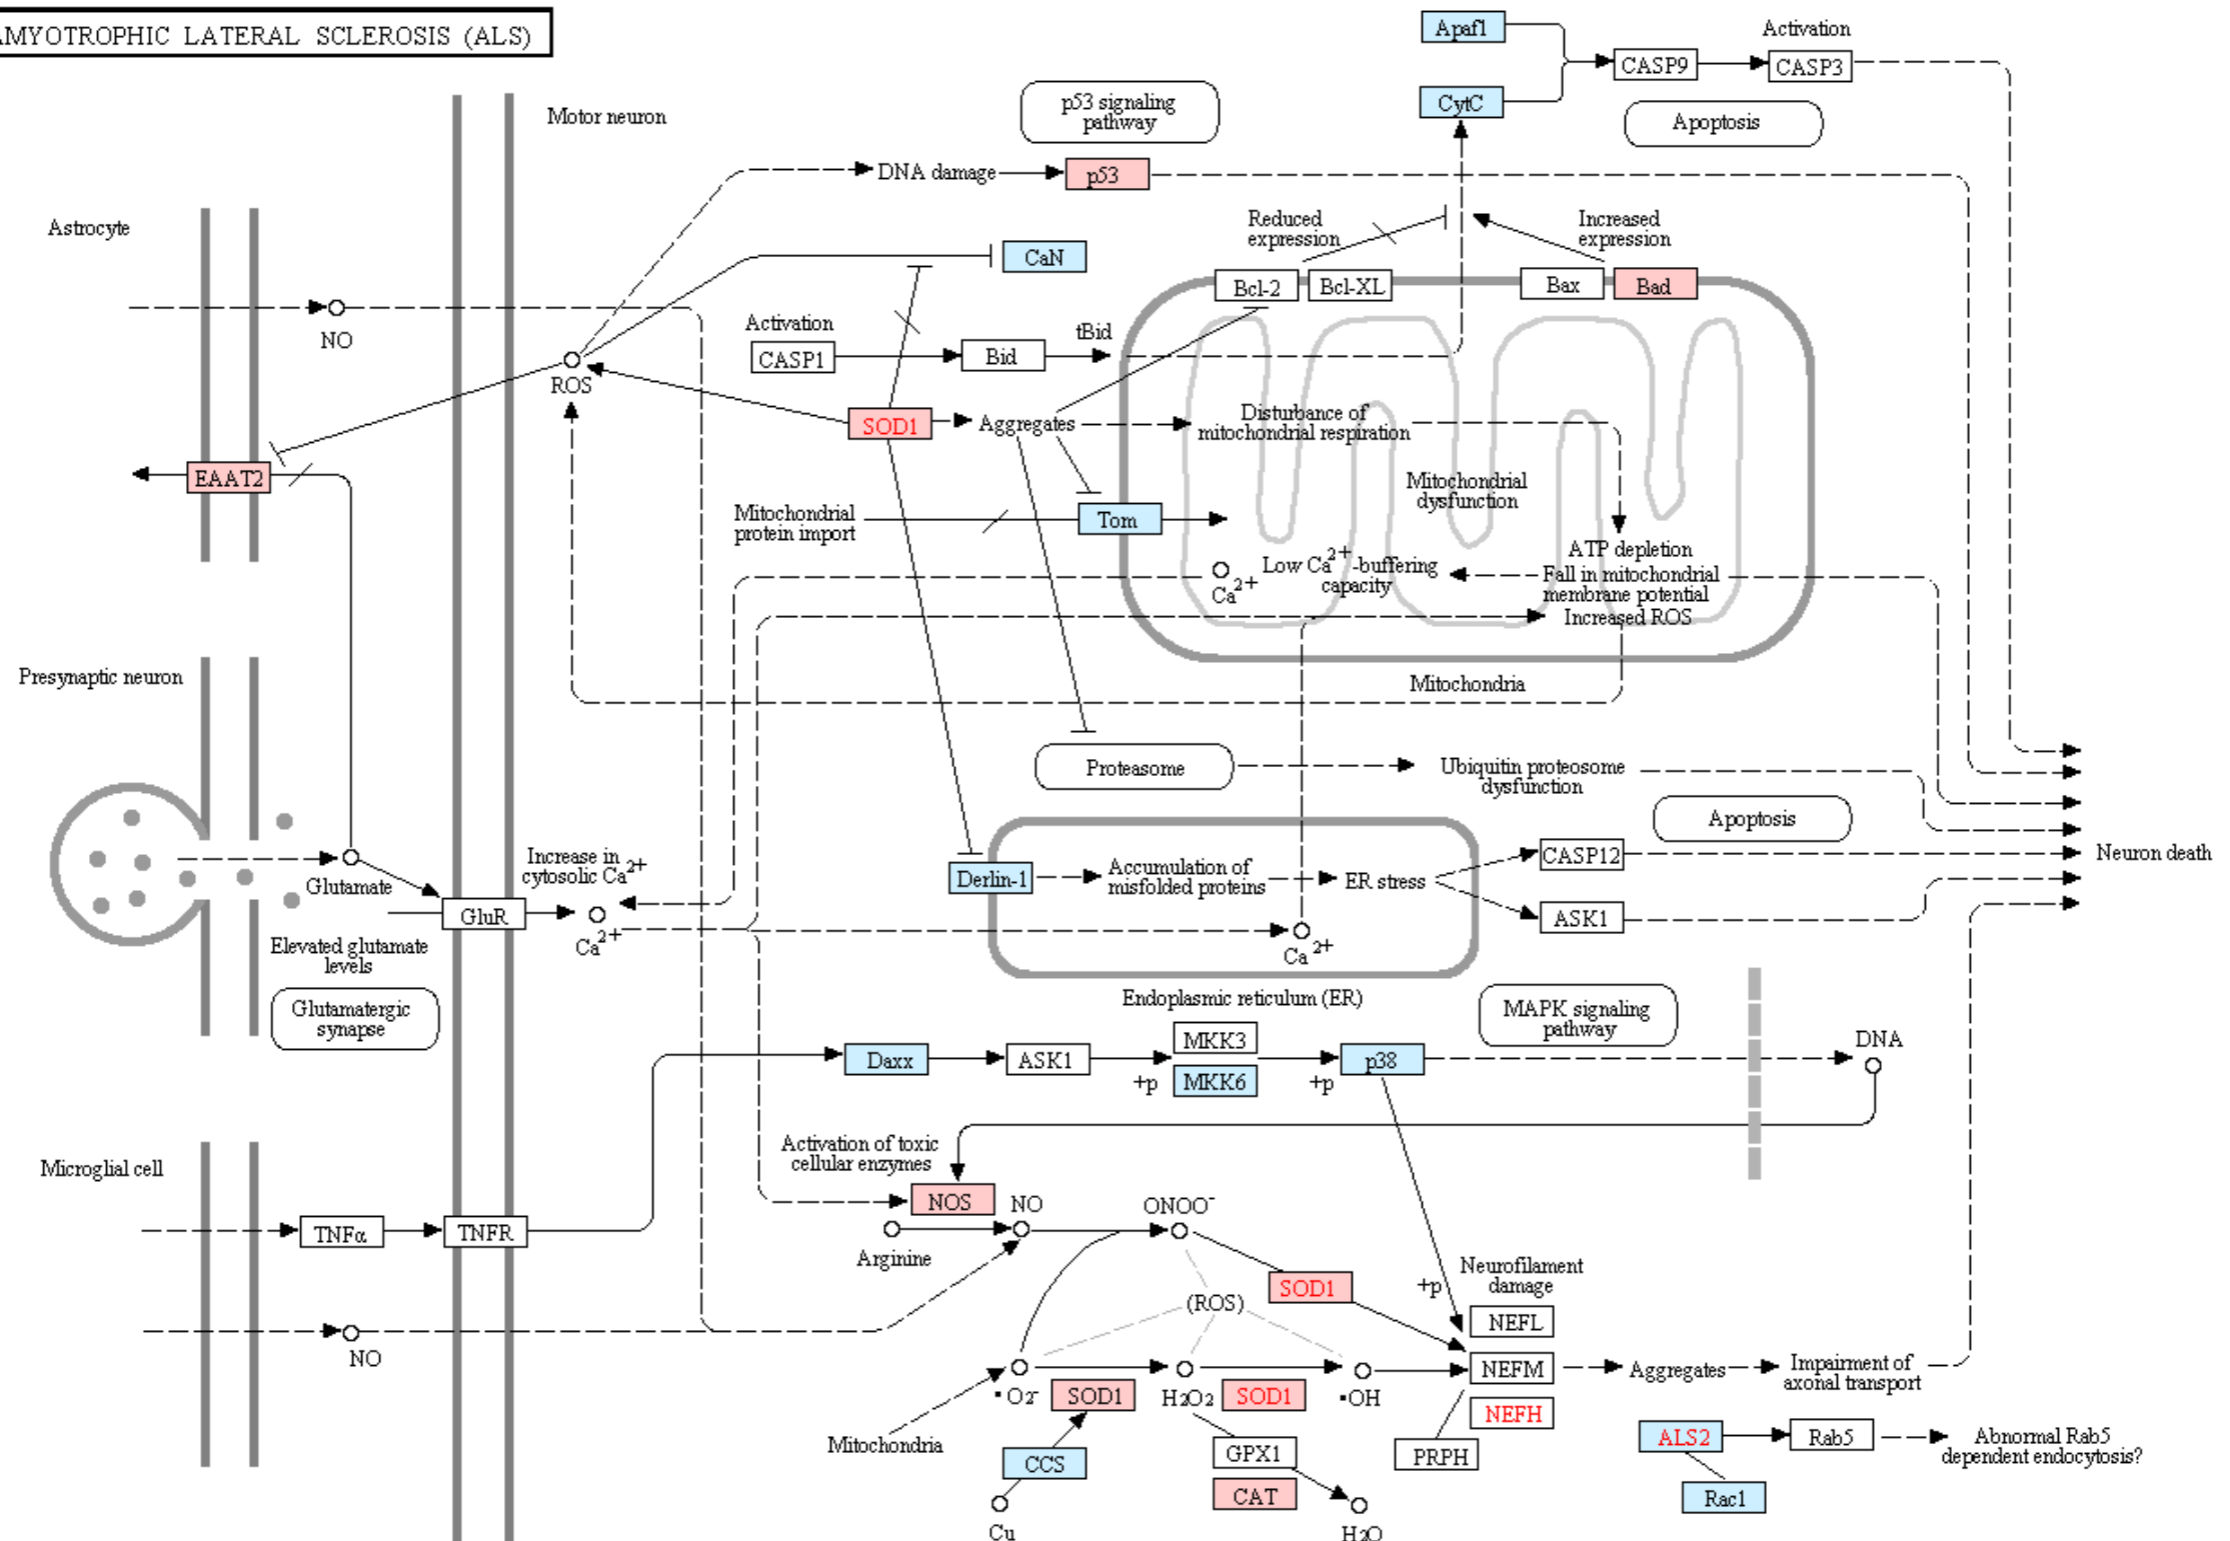

**Supplement:** S1 Fig — Among the KEGG gene set annotated as functionally related to ALS pathways. Although this is by no means a complete list of genes that have been implicated in ALS in the literature, it represents a set of gene pathways with known involvement in ALS. 20 of the ALS KEGG gene set contain clear Drosophila orthologs and a significant fraction of these (11/20) are identified as differentially expressed in our RNAseq from Repo>TDP-43 heads.

# Supplementary material for: Retrotransposon activation contributes to neurodegeneration in a Drosophila TDP-43 model of ALS
**Source:** PLoS Genet. 2017 Mar 16;13(3):e1006635. doi: 10.1371/journal.pgen.1006635
**Supplement:** S5 Fig — (A) An equivalent analysis as described for (S5A) demonstrates that neuronal (ELAV > loki(IR)) and glial (Repo > loki(IR)) expression of an IR directed against loki (loki(IR)) effectively blocks the age-dependent elevation of loki transcript levels, resulting in an ~2-fold reduction at 28 days post-eclosion. A one-way ANOVA shows a significant effect of genotype (p = 0.0039). N = 3–4 biological replicates. (B) Co-expression of GFP(IR) with hTDP-43 under Repo-Gal4 (Repo > hTDP-43 + GFP(IR)) does not significantly alter the number of TUNEL-positive nuclei detected compared to hTDP-43 expression alone under Repo-Gal4 (Repo > hTDP-43). N = 8 for Repo > hTDP-43 and N = 9 for Repo > hTDP-43 + GFP(IR); data normalized to Repo > hTDP-43. (C) qPCR for hTDP-43 expression (TARDBP) on whole head tissue demonstrates that co-expression of each of the IR constructs with hTDP-43 under Repo-Gal4 (Repo > hTDP-43 + GFP(IR), Repo > hTDP-43 + gypsy(IR), and Repo > hTDP-43 + loki(IR), respectively) does not significantly reduce hTDP-43 expression levels compared to hTDP-43 expression alone under Repo-Gal4 (Repo > hTDP-43) Fold change is displayed as the mean fold change relative to Repo > hTDP-43, while p-value represents the p-value of a two-tailed Student’s t-test in comparison to Repo > hTDP-43. N = 4 for all groups.

**a.**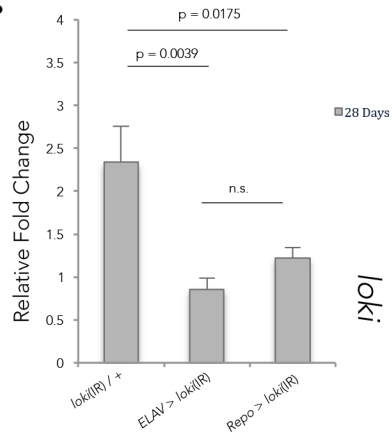**b.**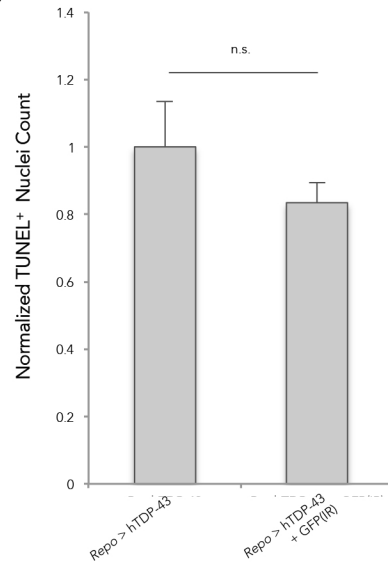**c.***TARDBP*

| Genotype                             | Fold Change | Variance | <i>p</i> -value |
|--------------------------------------|-------------|----------|-----------------|
| <i>Repo &gt; hTDP-43</i>             | 1.000       | ± 0.093  | 1.000           |
| <i>Repo &gt; hTDP-43 + GFP(IR)</i>   | 1.649       | ± 0.042  | 0.017           |
| <i>Repo &gt; hTDP-43 + gypsy(IR)</i> | 1.358       | ± 0.082  | 0.138           |
| <i>Repo &gt; hTDP-43 + loki(IR)</i>  | 0.702       | ± 0.041  | 0.165           |

How the deposited data were processed for this re-analysis (not part of the article)

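RNA-seq and small RNA-seq data from fly heads were analysed. RNA-seq covered 6 libraries, 2 each from Repo > hTDP-43, ELAV > hTDP-43 and hTDP-43 / + flies aged 8–10 days post-eclosion. Small RNA-seq covered 6 libraries, 3 each from Repo > hTDP-43 and Repo / + flies. Libraries were assigned to genotypes by their labels, which match the sample names in the paper's S1 and S5 Tables, and 0 columns of the count tables were left unused. Replicate names are not shared between genotypes, so no pairing was used.

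The authors mapped the RNA-seq reads to the dm3 genome with STAR after removing ribosomal reads, and counted them on RefSeq genes and FlyBase transposons with TEtranscripts. The values are whole-number counts without normalization for 17075 features, 123 of them transposons. The small RNA values are whole-number counts per annotated feature, with 121 transposons listed on the antisense and 123 on the sense strand, 452 miRNA products and 96 piRNA clusters. The assignment of reads with several alignments is not described for either kind of data in the paper's text, and the small RNA counts are not divided by read length. Genes were placed on chromosomes by their symbols in a later annotation than the one used for counting, which held 13339 of the 13387 genes tested with Repo > hTDP-43 and 12775 of the 12822 tested with ELAV > hTDP-43. No coordinates are printed for this reason.

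The RNA-seq totals were between 22476024 and 41150009 counts per library and the small RNA totals between 31074082 and 37736599. A feature with 3 or fewer counts in every library of a group was treated as lying at the floor, and its fold change is given as a lower bound. Counting error is only part of the spread, since reads carry no molecular identifiers.

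Calculations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Each driver was compared with hTDP-43 / + in a fit of 4 libraries with TMM normalization, filterByExpr, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over genes and transposons together, at 0.05. TMM factors were 1.07, 1.05, 0.976 and 0.913 for S05, S06, S14 and S15, and between 0.965 and 1.01 in the ELAV fit. The drivers were compared with each other in a fit of all 6 libraries. Class I elements were tested as a set with limma's camera at a preset correlation of 0.01, with fry and an estimated correlation beside it. The correlation that shared controls give between 2 unchanged groups was estimated from 50 simulations. In these the groups and their controls were all drawn from the same means.

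For small RNA, the mean log2 antisense to sense ratio over the 22 RTEs listed as elevated in the paper's S3 Table was computed with a pseudocount of 0.5 and compared by exact permutation of the 6 libraries, which gives 20 groupings and a smallest p of 0.1. The change of the ratio was compared between elevated RTEs and other transposons by permutation with 100000 resamples. Ratios per element were tested in edgeR with library as a block, for elements with at least 10 counts on each strand, and levels per strand with the mapped reads of the paper's S5 Table as library sizes. The miRNA counts were tested in edgeR with TMM normalization. Correlations across transposons used 10000 permutations.

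The tests were tried on simulated data with known changes before use. With 200 of 13507 features changed by a log2 fold change of 1, edgeR recovered 138 (69%) with 12 false calls, and DESeq2 recovered 146 (73%) with 23. The small RNA tests were tried only with a larger log2 change, of -1.5. The ratio test recovered 20 of 20 changed elements with 1 false call among 106 elements, and the level test 20 of 20 with 4 false calls among 212. Smaller changes, such as most of those found, were not tried.

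The genes named in the text are those the paper names, the 3 with the largest change in each direction per driver among genes past the threshold with a mean CPM of at least 1 and no overlap between groups, and the members of fixed gene lists. These lists cover the ALS pathway, the siRNA pathway, DNA damage and cell death, and antimicrobial peptides. They also cover male and female markers, glial and neuronal markers, photoreceptor genes, and driver and transgene genes. The siRNA list includes Dcr-1 and AGO1. Lists of testis, accessory gland, gut and chemoreceptor genes and of testis miRNAs were written later.

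The alternatives tried were library size alone, upper-quartile normalization, TMM factors from genes only, DESeq2, no filter, a minimum of 10 counts in every library, a fit of all 6 libraries, adjustment over the transposons alone, an adjusted p under 0.01, an absolute log2 fold change of at least 0.5, and leaving out each library in turn. For small RNA they were other element sets, a pseudocount of 5, summed counts, at least 100 counts on each strand, TMM normalization and DESeq2. The hTDP-43 transgene, reads by length and the authors' qPCR were not analysed here.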

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

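The tests on RNA from other organs, on the share of males, on ovary or embryo RNA and on the loss of 1 chromosome copy were chosen only after the results they concern were seen.

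Transposon levels differed between the drivers for 23 of the 120 transposons in the direct test of Repo > hTDP-43 against ELAV > hTDP-43. springer and diver moved in opposite directions. springer was higher with Repo > hTDP-43 (log2 fold change 0.58) and lower with ELAV > hTDP-43 (-1.04), and the difference between the drivers was 1.60 (SE 0.13, adjusted p = 0.000245 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For diver it was 1.11 (SE 0.069, adjusted p = 7.3e-05), with log2 fold changes of 0.68 and -0.44, the latter not past the threshold (adjusted p = 0.0891). Over the scaling, filter and DESeq2 alternatives the adjusted p of this difference lay between 1.39e-36 and 0.000247 for springer and between 3.57e-43 and 7.3e-05 for diver. A technical explanation is that the Gal4 strains carry different copies of transposons, which the paper raises and considers unlikely after backcrossing. For gypsy the paper also reports similar DNA copy number and mRNA in the Elav-Gal4 and Repo-Gal4 lines. It gives marginally more gypsy DNA for the UAS-hTDP-43 line. In the small RNA libraries both groups carry Repo-Gal4, and there the sense small RNAs of the elevated RTEs rose by 0.69 more than those of other transposons (permutation p = 0.0016 across 22 and 97 elements). Copies in the Repo-Gal4 strain are present in both groups and give no such difference, but copies in the hTDP-43 strain, present in 1 of them, could. The small RNAs therefore do not decide whether the RNA-seq levels rose through copies in the Repo-Gal4 strain, and the 2 RNA-seq groups differ both in this strain and in hTDP-43 expression. For FB, small RNAs rose by 3.58 on the sense and 3.36 on the antisense strand while its RNA-seq level changed by -0.09. The small RNAs of springer fell by 0.97 on the sense strand and by 1.08 on the antisense strand (adjusted p = 0.000498 for each). No library with ELAV-Gal4 alone was analysed here. The cell type in which hTDP-43 was expressed may also account for the difference and was not tested apart from the driver strain.

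Cks30A was lower with ELAV > hTDP-43 (log2 fold change -3.42, adjusted p = 0.00239 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and higher with Repo > hTDP-43 (1.03, adjusted p = 0.00681), a difference of 4.44 (SE 0.21, adjusted p = 2.87e-05). It is one of 4 neighbouring genes that fell together with ELAV > hTDP-43. The log2 fold changes of the others were -4.39 for CR45456, -4.18 for CR45457 and -3.66 for CG17005, and with Repo > hTDP-43 they were -0.016, -0.044 and -0.053. Loss of these genes from the chromosome copy of the ELAV-Gal4 strain would leave the other copy and lower the transcripts by 1 on the log2 scale. The smallest of the 4 falls was -3.42, which argues against the loss of 1 copy alone. A change on both copies, or a regulatory difference carried by the ELAV-Gal4 strain, stays open, as does an effect of hTDP-43 in neurons. Neither was tested.

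Small RNA counts on miRNAs, which the paper does not report, differed between Repo > hTDP-43 and Repo / + for 54 of 295 tested miRNA products, 38 higher and 16 lower, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The groups did not overlap for 102 of the 295 (34.6%), where chance gives 10%. Of the 10 splits of the 6 libraries, 1, the real one, gave as many calls, and the other 9 gave 0, with between 0 and 24 at an unadjusted p under 0.05. With 10 splits the share is never under 0.1, whatever the counts. Leaving out S23 lowered the number to 27, and leaving out S24 to 29. The highest fold changes were in the mir-309 cluster, of which 11 products from 8 genes were all higher, by 2.48 to 4.22. The entries miR-6-3p, miR-6-3p_1 and miR-6-3p_2 had nearly the same counts (694, 618 and 621 in S22). They may share reads, and each adds to the 11 and to the 54. For miR-286-3p the log2 fold change was 4.22 (SE 0.23, adjusted p = 1.19e-05), from 2.49 ± 0.56 to 46.4 ± 7.5 CPM (SD, n = 3 each). A difference between the strains crossed for the groups could cause this without hTDP-43 acting in glia. The RNA that spans the cluster, CR44504, had only 1 read in the RNA-seq libraries of Repo > hTDP-43 together, too few to decide, and strain and hTDP-43 expression cannot be told apart because the groups differ in both. RNA from ovary or embryos is another candidate explanation. It would bring reads on piRNA clusters, which were 1820 ± 212 in Repo / + and 1776 ± 123 in Repo > hTDP-43 (SD, n = 3 each, exact permutation p = 0.9), but clusters gave at most 1997 reads per library and a small share of such RNA cannot be told apart from none. miR-318-3p and miR-994-5p were also higher, by 1.71 (adjusted p = 0.00357) and 1.64 (adjusted p = 0.00543). Testis miRNAs gave 0 calls among 9 products, 0 at an unadjusted p under 0.05. Their median log2 fold change of -0.88 rests on S21 of Repo / +, the highest library for all 9, and without S21 the median log2 ratio of mean CPM was 0.35, with 8 of the 9 higher in Repo > hTDP-43.

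Genes of the testis, which the paper does not discuss, were higher with Repo > hTDP-43: 23 of 34 tested genes were higher and 1, bol, was lower past the threshold, with a median log2 fold change of 1.95. The same held for 13 of 26 accessory gland genes (median 1.40) and 11 of 28 gut genes (median 1.77), and the medians stayed positive with library size alone, upper-quartile normalization and DESeq2 (1.93 to 2.11 for the testis). With the 1 gut gene at the floor of the controls set at its bound, the gut median was again 1.77. With ELAV > hTDP-43 the medians were 0.64, 1.06 and -0.048, with 0 genes called in each list and 5, 10 and 7 at an unadjusted p under 0.05. The lists were written after the calls with Repo > hTDP-43 had been seen. Of the testis genes, Pif1A (632 to 874 CPM) and bol (317 to 489 CPM) are abundant in every head library and say little about testis RNA. The others stayed low, such as S-Lap4 with 50.2 and 38.0 CPM against 17.1 and 11.2 CPM in the controls and betaTub85D with 33.8 and 25.4 CPM against 9.02 and 4.19 CPM. A higher share of males would raise roX1, whose log2 fold change was -0.21 (adjusted p = 0.183), and roX2, at -0.26 (adjusted p = 0.354). However, the male markers kl-3 (1.92) and kl-5 (2.04) were higher past the threshold. The female markers Yp3 (-0.31) and fit (-1.04) were lower past it, while Yp1 and Yp2 did not pass. The markers disagree, so a higher share of males stays open. RNA from organs of the body mixed into the head samples is a candidate explanation. It predicts that the lists move together between replicates of 1 genotype, and between the control libraries S14 and S15 the median log2 ratio was 0.745 for the testis, 0.52 for the accessory gland and 1.23 for the gut, against 0.080, 0.14 and 0.13 for random lists of similar abundance. Between the Repo > hTDP-43 libraries S05 and S06 it was 0.53, 0.082 and -0.95. For the 14 transposons that rose with Repo > hTDP-43 the median ratio was 0.15 between S14 and S15, with 11 of the 14 higher in S14, against 0.14 for all 120 transposons and 0.034 for all genes tested. Between the ELAV > hTDP-43 libraries S11 and S12 it was -0.076 for the 14 transposons, while the lists were at 0.67, 1.00 and 1.66. Each ratio rests on 2 single libraries, so such RNA as a source of the higher transposons stays open. An effect of hTDP-43 in glia on the same genes was not tested.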

How the results depend on the processing

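The alternatives in this part were set before the data were examined, as were the groups, the tests, the fixed gene lists and the rule for naming genes, and only the alternatives for the miRNAs (library sizes from S5 Table and leaving out each library) and the tests noted in the other parts were chosen after seeing the data.

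Scaling changed the directions with Repo > hTDP-43, and for transposons the threshold did too. Library size alone changed the transposons past the threshold from 14 of 29 higher to 21 of 23, and upper-quartile normalization to 20 of 23, while the genes went from 2052 of 3732 higher to 2605 of 3472 and 2525 of 3584. TMM factors from genes only gave 14 of 29 transposons, DESeq2 15 of 35, no filter 14 of 32, a minimum of 10 counts 14 of 24 and the fit of all 6 libraries 14 of 35. The cause of the different scaling was not tested beyond the abundant features described under the other observations.

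With Repo > hTDP-43, an adjusted p under 0.01 left 1089 genes and 7 transposons, 6 of them higher, and a log2 fold change of at least 0.5 left 12 transposons, 9 of them higher, which stricter thresholds do by construction. gypsy, at 0.47, no longer passed under either. TART reversed to 0.15 with library size alone, 0.11 with upper-quartile normalization and 0.026 with a minimum of 10 counts, and went from -0.11 without S15 to 0.088 without S14. mdg1 went from -0.044 without S06 to 0.11 without S05, and Burdock from -0.050 without S06 to 0.088 without S05. The retrotransposon set kept its difference of -0.077 under fry, whose direction was up (n = 99 elements, p = 0.982), and went from -0.17 without S06 to 0.016 without S05. The cause was not tested for these.

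With ELAV > hTDP-43, DESeq2 gave 296 genes and 18 transposons, no filter 182 genes, the fit of all 6 libraries 223 genes and 16 transposons, adjustment over the transposons alone 20 transposons with 12 higher, and an adjusted p under 0.01 left 33 genes and 6 transposons with 4 higher. The stricter threshold lowers the counts by construction, and for the others the cause was not tested. AGO2 reversed to 0.0044 with library size alone. The retrotransposon set went from -0.14 without S15 to -0.024 without S14.

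Between the drivers, an adjusted p under 0.01 and a log2 fold change of at least 0.5 each left 14 of the 23 transposons, and an adjusted p under 0.01 left 2 of the 4 that were higher with both drivers. Library size alone and upper-quartile normalization gave 6, with gtwin and Stalker2 added, DESeq2 gave 5, with Stalker2 added, and adjustment over the transposons alone gave 6, with accord and G7 added.

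The ratio of siRNAs over the elevated RTEs was between -0.26 (summed counts) and -0.79 (the 13 elevated RTEs found here), and from -0.75 without S20 to -0.53 without S21. Its comparison with other transposons gave permutation p between 0.00021 and 0.0297 in all alternatives run. Leaving out each library gave from 15 (without S22 or S23) to 27 transposons with a changed ratio, from 25 (without S23) to 79 (without S21) changed strand levels, and from 27 (without S23) to 48 (without S21) changed miRNAs. S22 and S24 also lowered the levels, to 28 and 32, and S24 the miRNAs to 29. TMM normalization gave 47 and DESeq2 73 levels, and library sizes from S5 Table 51 miRNAs. Fewer libraries lower such counts by construction, but the rise without S21 has no tested cause.

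The other results, on single genes and elements, were counted once for each alternative they were tried under. Of these pairs of result and alternative, 527 stayed on the same side of the threshold or within their spread. A further 18 became stronger, 11 weaker, 10 moved and 10 reversed. The 29 transposons and 3732 genes called with Repo > hTDP-43 and the 10 and 110 called with ELAV > hTDP-43 kept their direction in all 4 fits that left out 1 library. None of the called transposons overlapped between the groups, so these fits could hardly reverse them and say little about their stability. Such fits leave 1 library in a group, so they give no counts past the threshold for the RNA-seq comparisons. TMM factors from genes only left all 52 single results on the same side.

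No paired analysis was possible because the replicate names are not shared between genotypes. The alternatives for reads of 21, of 20 to 22 and of 23 to 29 nt were not run because the counts are not divided by length, and DESeq2 gives no camera test and summed counts no test across elements. With 2 libraries against 2 the test on simulated data recovered 69% of changes of 1 on the log2 scale, so smaller changes such as those of TBPH or gypsy with ELAV > hTDP-43 may be missed (with library size alone TBPH was at -0.037). With 3 small RNA libraries against 3, no exact test of a single value can give a p under 0.1.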

Differences from the paper's values

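The alternatives named here were set before the data were examined, and the tests in this part are those of the results above, with none added after the results were seen.

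The paper's text gives 23 transposons with higher levels in Repo > hTDP-43 and its S3 Table gives 24, and 14 were found here. With library size alone the number was 21 and with upper-quartile normalization 20, both nearer to the paper's. TMM factors from genes only, DESeq2, no filter, a minimum of 10 counts, the fit of all 6 libraries, adjustment over the transposons alone, an adjusted p under 0.01 (6) and a log2 fold change of at least 0.5 (9) did not close the gap, with 14 or 15 in the others. The paper's methods state normalization by library size.

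The paper's S2 Table lists 16 transposons past the threshold for ELAV > hTDP-43, and 10 were found here. With library size alone and with no filter there were 13, with DESeq2 18, in the fit of all 6 libraries 16, and adjusted over the transposons alone 20. All of these are nearer to the paper's number, and 1 of them, 16, equals it. Upper-quartile normalization, TMM factors from genes only, a minimum of 10 counts, an adjusted p under 0.01 and a log2 fold change of at least 0.5 gave 10 or fewer.

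The paper's log2 fold changes with Repo > hTDP-43 in S3 Table were higher than those found here for each element its text names. The paper's value was 0.63 for gypsy against 0.47 here, 1.39 for HeT-A against 1.22, 1.23 for mdg3 against 1.06, 1.29 for HMS-Beagle against 1.13 and 0.46 for gtwin against 0.30. The paper's value was 1.54 for 3S18 against 1.38, 0.15 for TART against -0.0091, 0.20 for TAHRE against 0.033, 0.53 for Stalker2 against 0.37 and 0.20 for mdg1 against 0.034. With library size alone all 10 values came to the paper's (gypsy 0.63, HeT-A 1.39, mdg3 1.23, HMS-Beagle 1.29, gtwin 0.46, 3S18 1.54, TART 0.15, TAHRE 0.20, Stalker2 0.53, mdg1 0.20), and with upper-quartile normalization all 10 came within the error (gypsy 0.59, HeT-A 1.35, mdg3 1.19, HMS-Beagle 1.25, gtwin 0.42, 3S18 1.50, TART 0.11, TAHRE 0.16, Stalker2 0.49, mdg1 0.16). Leaving out S14 narrowed the gap without closing it, as for HMS-Beagle (1.24), TART (0.088), gtwin (0.38), Stalker2 (0.47) and mdg1 (0.10). Leaving out S05 did so too, as for gtwin (0.39), Stalker2 (0.50) and mdg1 (0.11). The other alternatives closed none of the 10. Over 120 transposons the paper's log2 fold changes minus those found here had a median of 0.164 with Repo > hTDP-43 and 0.0366 with ELAV > hTDP-43, and minus those with library size alone a median of -0.00022 with Repo > hTDP-43.

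The paper states that gtwin was elevated with glial hTDP-43. Here its log2 fold change with Repo > hTDP-43 was 0.30 (adjusted p = 0.081 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it passed with library size alone and with upper-quartile normalization. The paper states that TART and mdg1 were elevated with neuronal hTDP-43. Here they were 0.62 (adjusted p = 0.0567) and 0.61 (adjusted p = 0.0609), and both passed with library size alone, DESeq2, no filter, the fit of all 6 libraries and adjustment over the transposons alone. The paper states that Stalker2 was elevated only with neuronal hTDP-43, and with library size alone, upper-quartile normalization and DESeq2 it also passed with Repo > hTDP-43. Most of the changed transposons are given as elevated with glial hTDP-43. Here 48.3% were, and 91.3% with library size alone, 87.0% with upper-quartile normalization and 58.3% with a minimum of 10 counts. Most were also higher at an adjusted p under 0.01 (6 of 7), at a log2 fold change of at least 0.5 (9 of 12) and when adjusted over the transposons alone (14 of 25). The paper gives gypsy as elevated only with glial hTDP-43, and the direct test between the drivers gave 0.24 (adjusted p = 0.0576).

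The paper states that antisense siRNAs were reduced for the elevated RTEs relative to sense siRNAs, and in its discussion that antisense siRNAs were reduced. The ratio fell by 0.66 on the log2 scale here, while the antisense level changed by 0.045 (exact permutation p = 1) and with TMM normalization by -0.078 (exact permutation p = 0.9). For the ALS genes the legend of S1 Fig gives a larger share of changed genes than the 46.2% found here, over a different number of genes, and the paper's table beside it gives a smaller one. The share was 26.9% with library size alone, against 25.9% of the other genes.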

Other observations

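The tests on strand levels of the elevated RTEs and of gypsy, on neurons and glia and on windows of chromosome X were chosen only after the results they concern were seen, and the splits of the libraries, the shares per chromosome arm and the test of abundant features were not.

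The lower antisense to sense ratio of the 22 elevated RTEs may come from fewer antisense siRNAs or from more sense small RNAs. The mean sense level of the set rose by 0.70 on the log2 scale, as more sense small RNAs require. The mean antisense level changed by 0.045, but its members went both ways, 11 lower and 11 higher, with 4 lower and 3 higher past the threshold, so this mean leaves fewer antisense siRNAs for part of the set open. Across elements, sense changes were 0.69 higher in the elevated RTEs than in other transposons (permutation p = 0.0016) and antisense changes 0.083 higher (permutation p = 0.67). For gypsy its antisense small RNAs changed by -0.50, as fewer antisense siRNAs require, and its sense small RNAs by 0.14, not past the threshold. More sense reads may include degraded transcript of the elements, and the counts are not divided by read length, so siRNAs and such fragments were not separated. Of the 10 splits of the 6 libraries, 1, the real one, gave as many transposons with a changed ratio (25), and 1, again the real one, as many changed strand levels (54). The other 9 gave 0 of each, with between 2 and 4 ratios and between 2 and 13 levels at an unadjusted p under 0.05. With 10 splits the share is never under 0.1, whatever the counts.

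With library size alone the median gene was higher with Repo > hTDP-43 than in hTDP-43 / +. A few genes taking most of the counts could do this. The 200 most abundant features held between 32.7% and 33.8% of the counts of each library, and without them the median log2 fold change over all features was 0.16 in place of 0.17, which argues against it. Levels with Repo > hTDP-43 also went with abundance. These values are after TMM normalization, so they do not describe the shift with library size alone. Genes between 0.3 and 1 CPM had 1.74-fold summed levels, with 389 higher and 23 lower. Those between 1 and 3 CPM had 1.55-fold levels, with 579 higher and 29 lower. Those over 100 CPM had 0.864-fold levels, with 142 higher and 636 lower. The class under 0.3 CPM broke this trend, with 1.33-fold levels, 39 higher and 4 lower. No biological explanation for this was tested.

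Chromosome blocks around the driver insertions that differ between backcrossed strains could give differentially expressed genes. With Repo > hTDP-43 the share of tested genes called was at least 27.2% on each of the 5 large chromosome arms and at most 29.1%. With ELAV > hTDP-43 it was at least 0.710% on each arm, and 1.34% on X, where 27 of 2012 genes were called against 79 of 10638 elsewhere (two-sided Fisher's exact test, p = 0.0107). At most 3 of these lay among 50 neighbouring tested genes of X, as in the median of shuffled positions (permutation p = 0.97). These values argue against a single block as the source of the calls. Neighbouring genes called in the same direction were nevertheless more frequent than in shuffled orders, with 826 pairs against at most 581 with Repo > hTDP-43 and 7 against at most 3 with ELAV > hTDP-43.

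All 10 neuronal genes of the fixed list were lower with Repo > hTDP-43, 8 past the threshold and 10 when adjusted over the list alone, with a median log2 fold change of -0.47. All 10 were lower under library size alone, upper-quartile normalization and DESeq2, with 4, 4 and 10 past the threshold. With ELAV > hTDP-43, 0 were called, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. With Repo > hTDP-43, called genes over 100 CPM were mostly lower in general (636 lower, 142 higher). The neuronal genes are abundant, with at least 3017 counts in every library, and were not set against genes of like abundance. A lower share of neurons and nothing else could lower the neuronal genes, and would raise glial genes alike. Of 16 glial genes 4 were higher (Mdr65 2.08, drpr 0.91, moody 0.70, repo 0.48) and 3 were lower (wrapper -2.34, nrv2 -0.97, Eaat1 -0.40), with 7 called when adjusted over the list alone, so the 3 lower glial genes argue against it. Library size alone gave 5 higher and 2 lower. A loss of neurons with a change in glia stays open. With ELAV > hTDP-43, Mdr65 was higher (0.78), and 3 glial genes were called when adjusted over the list alone.

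Among 15 genes for DNA damage and cell death, 7 were higher with Repo > hTDP-43 and 0 lower, and 9 were called when adjusted over the list alone. They were mre11 (1.67), Ku80 (1.20), egr (1.11), Irbp (0.80), p53 (0.79), mus205 (0.66) and rad50 (0.66), and library size alone, upper-quartile normalization and DESeq2 called 11, 9 and 8 higher. At an unadjusted p under 0.05 there were 9. For lok, the fly gene for Chk2, the log2 fold change was 0.064 (adjusted p = 0.82 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With ELAV > hTDP-43, mre11 was higher (1.13, adjusted p = 0.0364), 1 also when adjusted over the list alone.

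The paper measured Dcr-2 and Ago2 by qPCR. In RNA-seq, Dcr-2 had a log2 fold change of 0.071 with Repo > hTDP-43 and -0.15 with ELAV > hTDP-43, and AGO2 of 0.066 and -0.034. The list of 6 genes tested for the siRNA pathway held Dcr-2, AGO2, r2d2, loqs, Dcr-1 and AGO1. The paper treats Dcr-1 with Ago1 and Dcr-2 with Ago2 as largely separate pathways. Of the 6 genes, 0 were called with either driver and 0 when adjusted over the list alone. At an unadjusted p under 0.05 there was 1 with Repo > hTDP-43, AGO1 (-0.23), and 0 with ELAV > hTDP-43.

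For the antimicrobial peptides, AttA (2.20) and Dro (1.94) were higher and Def (-2.25) lower of 10 tested with Repo > hTDP-43, 3 when adjusted over the list alone. AttA (2.92) was higher with ELAV > hTDP-43 of 13 tested, 2 when adjusted over the list alone. For the male markers, kl-3 (1.92) and kl-5 (2.04) were higher with Repo > hTDP-43, 2 when adjusted over the list alone. With ELAV > hTDP-43 FDY was called, with 71 and 33 counts against 3 and 1 in the controls, 1 when adjusted over the list alone. For the 4 female markers, Yp3 (-0.31) and fit (-1.04) were lower with Repo > hTDP-43, 2 when adjusted over the list alone, and with library size alone 0 were called and 1 had an unadjusted p under 0.05. With ELAV > hTDP-43 Yp1 was higher (2.02), 4 when adjusted over the list alone. Of 9 photoreceptor genes, Rh4 (-0.43), Rh5 (-0.50), Rh6 (-0.50) and inaD (-0.53) were lower with Repo > hTDP-43, 4 when adjusted over the list alone, and 3 were lower past the threshold with library size alone. Rh5 (-0.77) was lower with ELAV > hTDP-43, 1 when adjusted over the list alone. Of the 4 driver and transgene genes tested, repo and w were higher with Repo > hTDP-43 (3 when adjusted over the list alone) and w with ELAV > hTDP-43 (1 when adjusted over the list alone). Of 88 chemoreceptor genes, 32 were higher and 0 lower with Repo > hTDP-43, 45 at an unadjusted p under 0.05, with a median of 0.97 that stayed the same with the 5 genes at the floor of the controls set at their bounds. With ELAV > hTDP-43, 1 of 61 was higher. The chemoreceptor genes of the counts, 179 in all, summed to 216.3 and 232.1 CPM with Repo > hTDP-43. At such low levels called genes were mostly higher with that driver, and the list was not set against genes of like abundance.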
